# Genome-Wide Atlas of Promoter Expression Reveals Contribution of Transcribed Regulatory Elements to Genetic Control of Disuse-Mediated Atrophy of Skeletal Muscle

**DOI:** 10.3390/biology10060557

**Published:** 2021-06-20

**Authors:** Sergey S. Pintus, Ilya R. Akberdin, Ivan Yevshin, Pavel Makhnovskii, Oksana Tyapkina, Islam Nigmetzyanov, Leniz Nurullin, Ruslan Devyatiyarov, Elena Shagimardanova, Daniil Popov, Fedor A. Kolpakov, Oleg Gusev, Guzel R. Gazizova

**Keywords:** skeletal muscles, promoters, transcriptomics, atrophy, enhancers, rat, cis-regulatory elements, RNA transcription, disuse, transcribed non-coding elements of genome

## Abstract

**Simple Summary:**

The genetic process underlying the control of skeletal muscle homeostasis is a key factor in methods that develop technologies to prevent age and immobility-driven atrophy. In the current paper, using advanced methods for the whole-genome profiling of transcription starting sites in fast and slow muscle in rats, we developed an integrative database of transcribed regulatory elements. Employing methods of comparative transcriptomics, we demonstrate that cis-regulatory elements are actively involved in the control of atrophy and recovery, and that the differential use of promoters and enhancers is the one of the key mechanisms that distinguishes between specific processes in slow and fast skeletal muscles.

**Abstract:**

The prevention of muscle atrophy carries with it clinical significance for the control of increased morbidity and mortality following physical inactivity. While major transcriptional events associated with muscle atrophy-recovery processes are the subject of active research on the gene level, the contribution of non-coding regulatory elements and alternative promoter usage is a major source for both the production of alternative protein products and new insights into the activity of transcription factors. We used the cap-analysis of gene expression (CAGE) to create a genome-wide atlas of promoter-level transcription in fast (m. EDL) and slow (m. soleus) muscles in rats that were subjected to hindlimb unloading and subsequent recovery. We found that the genetic regulation of the atrophy-recovery cycle in two types of muscle is mediated by different pathways, including a unique set of non-coding transcribed regulatory elements. We showed that the activation of “shadow” enhancers is tightly linked to specific stages of atrophy and recovery dynamics, with the largest number of specific regulatory elements being transcriptionally active in the muscles on the first day of recovery after a week of disuse. The developed comprehensive database of transcription of regulatory elements will further stimulate research on the gene regulation of muscle homeostasis in mammals.

## 1. Introduction

There are more than 600 different skeletal muscles in the human body, representing a complex and heterogeneous system capable of remodeling in response to mechanical load. The specific structures of fibers containing multiple nuclei make skeletal muscles very attractive, but a complicated case for studies aimed at explaining the contribution of gene expression to the maintenance of homeostasis. Long-term muscle unloading, which is observed in such conditions as bed rest, limb immobilization, or space flight, induces loss of muscle mass, strength, and function, accompanied by muscle fiber transition from a slow to fast phenotype [1] and leads to muscle atrophy [2]. On the other hand, activity and mechanical loading result in muscle hypertrophy and muscle growth and recovery. The prevention of muscle atrophy has clinical significance in the control of increased morbidity and mortality following physical inactivity and microgravity. On the molecular level, muscle atrophy is associated with large changes in the interplay between protein synthesis and degradation, with the involvement of the activity of a number of genes collectively referred to as ‘atrogenes’, including members of the ubiquitin–proteasome and the autophagy–lysosomal pathways [3]. While major transcriptional events associated with muscle atrophy–recovery processes are elucidated to some extent on a gene level, little is known about the involvement of non-coding regulatory elements. At the same time, the utilization of different promoters of the same gene is one of the major sources of both the production of alternative protein products and new deep insights into the activity of transcription factors [4]. Moreover, recent advances in transcriptomics reveal a key role of promoter- and enhancer-associated RNAs in the identification of cis-regulatory elements and the control of gene expression [5].

Thus, in the current study, using the cap analysis of gene expression (CAGE), we created a whole-genome single nucleotide-level atlas of the expression of transcription starting sites in the muscles of rats subjected to hindlimb unloading and subsequent recovery to discover novel, and still unidentified members of the atrophy–recovery process and to assess the contribution of regulatory elements to the rearrangement of muscle fibers. We found that both slow–fast fiber transition and atrophy–recovery processes in the muscles involve active differential promoter usage in the same genes.

## 2. Materials and Methods

### 2.1. Animals

Twenty-one mature Wistar rats, weighing 289 ± 57 g, were housed in a temperature- (20–21 °C), and humidity-controlled environment with a 12/12 light/dark cycle and access to food and water ad libitum. All procedures with animals were carried out in accordance with international bioethical standards [6], approved by the Commission on Biomedical Ethics of the State Research Center of the Russian Federation, Institute of Biomedical Problems of the Russian Academy of Science (protocol No. 319 of 4 April 2013), as well as the Guide for the Care and Use of Laboratory Animals recommendations.

### 2.2. Experimental Design

To study promoter- and enhancer-level regulation, and to identify patterns of differential gene expression in response to muscle disuse and recovery, we used the hindlimb unloading and reloading model that we called the U-experiment (Figure 1). To induce muscle atrophy, animals were unloaded in individual cages, hanging by their tails, as described by Morey-Holton and Globus [7]. Following 7-day disuse, a subset of rats was reloaded by releasing their tails from the wire and letting them actively move around the cage. In the study, two types of muscles were examined. “Fast” extensor digitorum longus (m. EDL) and “slow” m. soleus were collected from active rats (control group), after 1, 3, and 7 days of unloading and after 1, 3, and 7 days of reloading, following 7-day hindlimb unloading. The control and each time-point groups contained three individuals. Animals were euthanized by decapitation under deep ether anesthesia. One-side muscle samples were fast frozen in liquid nitrogen, and the others were weighed and fixed for immunochemistry.

### 2.3. Immunochemistry

Extirpated muscles were fixed in a 4% buffered paraformaldehyde solution (pH = 7.2) prepared with phosphate buffer (phosphate-buffered saline PBS; Sigma-Aldrich, St. Louis, MO, USA ). For cryoprotection, the fixed material was placed in a 30% sucrose solution (Sigma, USA), prepared in phosphate-buffered saline containing 0.1% sodium azide (Sigma, USA), for 24 h. Cross-sections (9 μm thick) were obtained on a HM 560 Cryo-Star cryostat (Carl Zeiss, Jena, Germany) using a water-soluble medium (Tissue-Tek^®^ O.C.T.™ Compound, Sakura Finetek, Torrance, CA, USA ). Series of muscle cross-sections were mounted on slides with a polylysine coating (ThermoFisher Scientific, Waltham, MA, USA ) and dried at room temperature for one hour. After washing three times for 5 min in a PBS solution containing a 0.5% solution of X−100 Triton (Sigma, USA), the samples were successively incubated for 30 min in solutions of 5% normal donkey serum and 1% bovine serum albumin. Then, the sections were incubated in a solution with primary antibodies to dystrophin for 12 h at 4 °C (1:250, rabbit, poly; 1:250, antibody Anti-Dystrophin ab15277 Rabbit polyclonal to Dystrophin Abcam Plc, Cambridge, United Kingdom). After that, the secondary antibodies (donkey IgG anti-rabbit) conjugated with Alexa488 fluorochrome (1:1000, Invitrogen, Waltham, MA, USA) for 1 h at room temperature. After staining, the sections were embedded in ImmuMount medium (ThermoFisher Scientific, Waltham, MA, USA).

Control experiments were performed to confirm the specificity of the binding of polyclonal antibodies to the corresponding proteins. For the negative control, the samples were incubated with secondary antibodies prior to incubation with primary antibodies. The absence of staining in the control experiments indicates the specificity of the antibodies binding to the corresponding peptides.

Images of micropreparations were obtained using a Leica TCS SP5 MP confocal scanning microscope, using an oil immersion lens 63 ×/ 1.4 and, a photomultiplier tube, using the LasX program (Leica, Wetzlar, Hessen, Germany). To stimulate the Alexa 488 fluorophore, argon and helium–neon lasers with wavelengths of 470–490 nm were used, and an emission filter with a passband of more than 515 nm was applied to detect luminescence. This work was carried out using the equipment of the Collective Spectroanalytical Center for Physical and Chemical Research of the Structure, Properties, and Composition of Substances and Materials of the Federal State Budgetary Institution of Science of the Federal Research Center of the Kazan Scientific Center of the Russian Academy of Sciences.

### 2.4. Morphometric and Statistical Analysis

All preparations were processed under the same conditions. The intensity of fluorescence and cross-sectional areas of muscle fibers were analyzed on obtained images using the ImageJ software ver.1.53c (NIH, Bethesda, MD, USA). For this purpose, three areas of 1024 × 1024 pixels in one slice were randomly selected, and 5 slices for each animal were examined. The immunofluorescence intensity in muscle fiber sarcolemma was estimated in Relative Fluorescent Units (RFU) after subtracting the background fluorescence according to software settings. Cross-sectional area (CSA) of muscle fibers was defined as the minimum internal diameter, since this parameter is least dependent on the muscle cutting angle [8] and is present in image processing programs.

The significance of differences between multiple groups was evaluated by one-way ANOVA. Muscle fiber size distributions were analyzed using Kruskal–Wallis non-parametric ANOVA with a significance level set at *p* < 0.05. To identify differences in muscle mass and dystrophin fluorescence intensity between groups, we used the nonparametric Mann—Whitney U-test. Data are presented as mean ± standard error. The control group was used for comparison with the experimental groups. To neutralize variations in physiological parameters that were related with differences in the body mass, all morphometric measures were normalized to animal weight. All of the mentioned statistical tests were performed using Origin 2019b software (OriginLab, Northampton, MA, USA).

### 2.5. RNA Isolation

Total RNA was isolated from frozen muscle tissues using RNeasy Fibrous Tissue Kit (Qiagen, Hilden, Germany), according to the manufacturer’s protocol. The concentration and purity of extracted RNA was measured by the NanoDrop™ 8000 Spectrophotometer (ThermoFisher Scientific, Waltham, MA, USA). The RNA quality was verified by Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA ).

### 2.6. CAGE-Seq

Libraries were prepared according to the standard nAnT-iCAGE protocol (non-Amplified non-Tagging Illumina Cap Analysis of Gene Expression) [9]. In total, 2.5–3 μg total RNA was used as a template for the synthesis of the first cDNA strand (nAnT-iCAGE Library Preparation kit DNAform, Yokohama, Japan and SuperScript III Reverse Transcriptase, Invitrogen, Waltham, MA, USA), which was then biotinylated at the 5′- end using (nAnT-iCAGE Library Preparation kit, DNAform, Yokohama, Japan). This allowed for the selection of the 5′-cap containing RNAs using streptavidin beads (Dynabeads M-270 Streptavidin, ThermoFisher Scientific, USA). At this stage, rRNA, truncated or not fully transcribed RNA, was eliminated. For the more efficient removal of non-specific RNA strands, cDNA was treated by RNase I and H (nAnT-iCAGE Library Preparation kit, DNAform, Japan) and then purified using RNACleanUP (Beckman Coulter, Brea, CA, USA). Next, the linkers at the 5′and 3′ ends (nAnT-iCAGE Library Preparation kit, DNAform, Japan) were sequentially ligated to the cap-trapped cDNA. The 5′- linker contains the XmaJI restriction endonuclease recognition site (nAnT-iCAGE Library Preparation kit, DNAform, Japan) and the MmeI class II restriction enzyme recognition site (nAnT-iCAGE Library Preparation kit, DNAform, Japan), as well as a barcode for multiplexing. The 3′- linker contains an XbaI restriction enzyme recognition site (nAnT-iCAGE Library Preparation kit, DNAform, Japan). After treatment with these restriction enzymes, short CAGE tags were obtained to which a sequencing primer was ligated.

At the final stage, a second cDNA strand was synthesized (nAnT-iCAGE Library Preparation kit, DNAform, Japan). The concentration of the libraries was measured by PicoGreen Assay on a GloMax^®^ Multi Detection System (Promega, Madison, WI, USA), and the quality of the libraries was checked using an Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA). Finally, the libraries were validated using real-time PCR (KAPA Library Quantification Kits Illumina, KAPA Biosystems, Wilmington, MA, South Africa) and sequenced on a HiSeq 2500 platform (Illumina, San Diego, CA, USA) using the HiSeq v4 reagent kit (HiSeq SR Cluster Kit v4 cBot and HiSeq SBS Kit v4 50 cycles, Illumina, San Diego, CA, USA) in the 50 bp single-end mode.

### 2.7. Data Analysis

Single-read sequences were analyzed for quality and over-represented adapter sequences with the FastQC tool. Quality filtering and adapter trimming were performed with the Trimmomatic tool v0.39. Read mapping on rat genome Rnor6 was performed with the STAR local alignment tool, version 2.6.1. CAGE tag start sites (CTSS) for each sample were imputed using the PromoterPipeline aggregation script from the C1 CAGE protocol. Peak clustering was performed with the decomposition-based Peak Identification (DPI1) tool. Bidirectional enhancers were identified using the pipeline by Andersson et al. 2014. The statistical significance of the differential expression of TSS and CTSS peaks was calculated using the DeSeq2 tool.

#### 2.7.1. Quality Control

For adapter clipping, we used a maximum mismatch count of 2, a palindrome threshold of 30, and a simple threshold of 10. For sliding window quality trimming, we used a window size of 4 nucleotides and the average PHRED score over the window was required to be above 15. The leading and trailing nucleotides of each read were removed if their quality was less than 3. All reads with length less than 36 were discarded.

#### 2.7.2. Genome, Annotation, and Indexing

As a reference genome, we used the Rattus norvegicus Rnor_6.0 (build NCBI:GCA_000001895.4) “top level” assembly acquired from Ensembl v93. As a source of annotated spice junctions for genome indexing, we used Ensembl v93 *R.* norvegicus genome annotation.

#### 2.7.3. Read Mapping

For local alignment of the reads onto the *Rattus norvegicus* genome Rnor_6.0 (build NCBI:GCA_000001895.4) “top level” assembly, we initially allowed for multimap reads to map up to 20 loci. We also required a minimum splice alignment overhang of 8 nt for de novo splice junctions (—alignSJoverhangMin 8) and 1 nt for splice junctions used from genome annotation (—alignSJDBoverhangMin 1). Spliced alignments were filtered using output splice junctions (—outFilterType BySJout), as the maximum number of mismatches per pair, relative to the read length default value of 0.04, was used (—outFilterMismatchNoverReadLmax 0.04) and the minimum intron length was set to 20 nt (—alignIntronMin 20) [10].

#### 2.7.4. CTSS Aggregation

All alignments were filtered for the absence of a “read unmapped” flag (flag value 4). Alignments that passed filtering were aggregated with the PromoterPipeline tool, version 2015.05.16, and the resulting CTSS were sorted by chromosome and coordinate.

#### 2.7.5. TSS Peaks

We clustered CTSS peaks with DPI1 in SPI mode in all samples of SOL and EDL muscles, respectively. Output peaks were filtered by maximum CTSS counts over the peak and maximum TPM normalized CTSS counts per peak. Thus, three sets of output peaks were obtained: unfiltered, ‘permissive’ (ctssMaxCounts3), and ‘robust’ (ctssMaxCounts11, ctssMaxTpm1).

#### 2.7.6. Enhancers

We estimated putative enhancers as loci expressing enhancer RNA (eRNA) from non-genic bidirectional promoters using the Enhancers software [11]. To avoid the false identification of intergenic enhancers, we masked all proximal loci, including known TSS (±500 nt) and exons (±200 nt), according to genome annotation. Enhancers were searched for among ‘permissive’ sets of TSS peaks of fast (EDL) and slow (soleus) muscle CTSS.

#### 2.7.7. Annotation of TSS Peaks to Genes and Enhancers

We annotated all TSS peaks to corresponding enhancers using the criteria of strandless coordinate intersection. To maintain consistency with enhancers, which are extended by 200 nt with the enhancer pipeline, we extended the gene regions by 200 nt from the 3′ and 5′ ends before intersecting them strand-wise with the permissive set of TSS peaks. Intersected peaks were annotated to corresponding genes.

#### 2.7.8. Differentially Expressed Peaks, Genes, and Enhancers

We used DeSEQ2 software to estimate the log2 fold change (LFC) of expression of each peak between the control and case samples, as well as the *p*-value as the probability of rejecting the null hypothesis, which stated that the mean expression of a peak is equal between the case and control samples. The *p*-values were adjusted using the Bonferroni–Hochberg false discovery rate method. The set of differentially expressed peaks for each case was identified by applying the cutoffs of |LFC| > 1.25 and Padj < 0.05. We considered an enhancer or gene differentially expressed if at least one of the peaks within the region of interest was identified as being differentially expressed.

#### 2.7.9. Gene Set Enrichment Analysis (GSEA)

We performed gene set enrichment analysis using the PANTHER Slim GO biological process database and webserver using the Fisher exact test and Bonferroni *p*-value adjustment. For observatory GSEA analysis, we also used the REVIGO web service with a permitted similarity of 0.5 (small set of results) against the *R. norvegicus* GO database.

## 3. Results and Discussion

### 3.1. Morphometric Analysis Confirms Distinct Disuse Associated Remodeling in Slow, but Not Fast Muscles

Skeletal muscle is a heterogeneous system characterized by high plasticity. Each muscle has a distinct composition of fiber types, determining its phenotype and its structural and functional properties. In mammalian skeletal muscle, four major (one slow (I) and three fast fiber types (IIa, IIb, and IIx)), and minor fiber types are classified (see [12]). Adaptation to various external stimuli (training or unloading) leads to muscle remodeling through the transition between fast and slow fibers.

It is known that slow-twitch muscles have decreased protein content when compared to fast-twitch muscle [13]. The soleus muscle is a postural slow-twitch muscle, which is preferentially affected by disuse, compared to other hindlimb muscles [14]. Extensor digitorum longus, being a fast-twitch muscle, is less vulnerable to muscle disuse than soleus [13]. The molecular–genetic mechanisms of muscle fiber shift in slow and fast muscle types at early stages of functional disuse, and readaptation to activity, still remains insufficiently understood.

In the study, we used hindlimb suspension as it is a commonly used rodent model in disuse and gravity unloading investigations [15]. Remarkably, these animals demonstrate no signs of chronic stress, which would provoke a change in their nutrition [14].

To confirm that disuse-mediated muscle atrophy occurred in suspended rats, we collected morphometric and biochemical data by estimating both EDL (fast muscle) and soleus muscle (slow muscle) mass, the cross-sectional area of muscle fibers, and dystrophin level in the control and each of the experimental groups using immunostaining. To minimize variations in the physiological parameters related to differences in the body mass, all physiological measures were normalized to body mass, then changes in physiological measures were expressed in percent relative to the control animals (Figure 1).

Muscle mass estimation demonstrated a reduction in slow muscle mass after seven days of disuse and in the first day of recovery (Figure 1B), followed by a sharp rise by the third and seventh days of recovery to values exceeding those in the control group. On the contrary, there were no significant changes in the masses of fast muscles throughout the experiment (Figure 1C).

The estimation of the cross-sectional area of muscle fibers demonstrated a trend in slow muscle in response to disuse and recovery for the muscle mass assessment. A significant decrease in fiber relative CSA from 7.2 ± 0.7 μm^2^/g in the control group to 3.0 ± 0.4 μm^2^/g on the seventh day of disuse was shown (Figure 1B). After the first day of recovery, relative CSA slightly increased to 4.0 ± 0.4 μm^2^/g (*p* ≤ 0.05) and reached 5.2 ± 0.1 μm^2^/g on the seventh day. In fast muscles, we observed a significant decline in relative CSA on the first (3.4 ± 0.1 μm^2^/g) and seventh day (3.2 ± 0.1μm^2^/g) of disuse, and a slight rise on the first day of recovery (3.8 ± 0.1 μm^2^/g) (Figure 1C).

Fluorescence intensity analysis also showed a significant reduction in relative dystrophin content in slow muscle during disuse (Figure 1B). The dystrophin fluorescence intensity vastly dropped to 118.4 ± 12.3 relative units (r.u.) on the third day of disuse compared with the control group (224.9 ± 4.2 r.u.) and to 107.9 ± 15.9 r.u. on the seventh day of disuse. A decline of up to 92.6 ± 16.1 r.u. continued on the first day of the recovery period. Then, we observed an increase in dystrophin intensity to 109.3 ± 17.2 (*p* ≤ 0.05) and 129.9 ± 15.0 (*p* ≤ 0.05) r.u. on the 3rd and 7th days of recovery, respectively; nevertheless the dystrophin values did not return to those of the control.

In contrast to the dynamics of muscle mass and CSA, fluorescence intensity analysis in fast muscle showed a dystrophin alteration pattern that was similar to that in slow muscle. There was a significant decrease in dystrophin fluorescence intensity from 244.2 ± 3.4 r.u. in the control group to 181.5 ± 12.2 (*p* ≤ 0.05) and 161.2 ± 20.4 (*p* ≤ 0.05) r.u. on the 3rd and 7th days of disuse, respectively. There was a minor significant increase to 180.8 ± 13.8 r.u., 207.0 ± 10.4 r.u., and 203.8 ± 10.4 r.u. after 1, 3, and 7 days of returning animals to normal physical activity, respectively (Figure 1C).

The above evidence confirms atrophic and readapted changes in both “slow” and “fast” muscle types in rats. Thus, the applied model is a representative selection for the construction of the atlas of genomic regulatory element activity during disuse and recovery.

### 3.2. Integrative Database of Rat’s Regulatory Elements with a Focus on Muscles

The TSS expression results of the current study were integrated with all available data of rat promoter-level expression data from various sources, including FANTOM5 (https://fantom.gsc.riken.jp/5/ (accessed 17 June 2021)). The integrated resource, reflecting the current state of knowledge, is now accessible as a special “Rat Regulome” sub-section of the GTRD database https://gtrd.biouml.org/ (accessed 17 June 2021) [16]. The incremented GTRD-based resource provides a web interface (Supplementary Materials “GTRD web interface for CAGE-seq data”) for visualization and expression analysis of the date with options to download the data of interest, as well as to view the tracks in the BioUML [17,18] and UCSC genome browsers.

We further developed a new set of MySQL tables that are used by the web interface for the GTRD database and convert data to bigWig and bigBed to visualize them in the BioUML or UCSC genome browsers. As there were no unified reference sets of TSS for rats, we took the initiative to establish a unified reference system for TSS, derived in the current projects, as well as for all available resources, including FANTOM5. For the incremental building of a robust set of TSSs, promoters, and enhancers with stable identifiers, we created a master track that contains all required information for further analysis. Master track is a bigBed file that contains a special JSON field that stores extensive information about corresponding sites. For example, TSS contains profiles for each group of experiments, promoters/enhancers associated with overlapping gene regions (TSS, exon, intron, 5′UTR, and 3′UTR), and nearest known TSSs (using different gene annotations). Master track includes both robust and permissive TSSs. These permissive TSSs can be further supported by other CAGE-seq experiments. In this case, information for permissive TSSs can be valuable for the more precise determination of TSSs boundaries. In brief, we have generally revealed more TSSs for each muscle type than in FANTOM5; however, they are related with smaller numbers of genes. Larger number of TSSs can be explained by deeper coverage in our experiment, compared to FANTOM5 data on rat tissues (see Supplementary Table ST2). A smaller number of genes can be explained as FANTOM5 covers more tissue types (aortic smooth muscle, hepatocytes, mesenchymal stem cells, universal RNA samples), while in our experiment we specifically investigated only skeletal muscles. However, due to deeper coverage and different physiological influences (disuse and recovery), we revealed many new TSSs both for the genes already described in FANTOM5 and those unique to the experiment. Further analysis of revealed TSSs allowed for grouping some of them into enhancers, so this experiment provides a new set of enhancers functioning in two types of skeletal muscles in different physiological conditions.

### 3.3. Muscle Atrophy and Recovery are Associated with Large Changes in the Unique Gene Set Expression Profiles, with Distinct Dynamics on Each Stage

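CAGE (cap analysis of gene expression) reads the 5′ ends of capped RNAs, so each tag marks the start of a transcript. Libraries were made from 21 rats, 3 in each of 7 groups, and both the soleus (slow muscle) and the EDL (fast muscle) of each rat were taken, which gives 42 libraries. The groups were controls, rats after 1, 3 or 7 days of hindlimb unloading (D1, D3 and D7), and rats that had 1, 3 or 7 days of recovery after 7 days of unloading (R1, R3 and R7). The authors deposited the number of tags counted at each CTSS of each library on Rnor_6.0, without normalization, and a table of the same raw counts over 9971 tag clusters of the whole series, with a median width of 207 nt. Every one of these clusters, called TSS peaks from here on, reached at least 10 TPM (tags normalized to the total of the library) in at least 1 library. Soleus libraries held 7799116 to 16652474 tags in the controls (median 11577496), 5784163 to 22019390 at D1 (median 14180286), 4718621 to 18080811 at D3 (median 16653218) and 4868926 to 10407753 at D7 (median 6207803). During recovery they held 12558292 to 18200465 tags at R1 (median 14123232), 7628300 to 16552217 at R3 (median 8973186) and 5198169 to 11585619 at R7 (median 9734931). EDL libraries held 4488404 to 12195006 tags in the controls (median 6463470), 1778712 to 14556431 at D1 (median 2650176), 17405735 to 23103236 at D3 (median 18659994) and 4137652 to 14549791 at D7 (median 8432533). At R1 they held 2635926 to 10268505 tags (median 7933082), at R3 4025533 to 5696559 (median 4410731) and at R7 2814982 to 14022389 (median 6991564). These tag totals were 61.6% to 89.2% of the library sizes stated in the sample labels, and the tag totals are the depth used here. Mitochondrial CTSS took 3.20% to 10.7% of the tags of a library, and the TSS peaks 72.4% to 95.9%. The raw counts of the TSS peaks were tested with edgeR's quasi-likelihood test, with all 21 libraries of a muscle in 1 fit, TMM normalization and Benjamini-Hochberg adjustment. A peak was called at an adjusted p under 0.05 and an absolute log2 fold change over 1.25, the cutoffs the paper states. The paper used DESeq2, which was run here as the alternative on the same libraries. In simulated counts of the soleus R1 and control libraries with 200 peaks changed by 2.5 on the log2 scale, edgeR called 169 of them (84.5%) and 2.87% of its calls were wrong, while DESeq2 called 183 (91.5%) with 8.5% wrong. The library names place the 42 libraries in 6 sequencing lanes, with all controls of both muscles in lane 1 and all R1 libraries of both muscles in lane 4. The files do not pair TSS peaks with gene names, and an annotation of Rnor_6.0 was not used here, so the results are numbers and positions of peaks and not of genes.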

To aggregate the CAGE tag start sites (CTSS) into peaks of TSS, we employed the DPI1 clustering tool. After applying a permissive threshold (see Methods section and Supplementary Data) there were 170,875 TSSs, associated with 13,337 genes in total in slow muscle, and 126,885 TSS associated with 11,915 genes in fast muscle (for details, see Supplementary Table ST3). 

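TSS clusters were rebuilt from the deposited CTSS counts, separately for each muscle, with the paper's count and TPM thresholds and a procedure chosen here in place of DPI1. CTSS of 1 strand within 20 nt of each other over all 21 libraries of the muscle were joined, and clusters longer than 50 nt were split at the valleys of the smoothed counts. Clusters with at least 3 tags at 1 CTSS of 1 library numbered 145369 in soleus and 106710 in EDL, with a median width of 11 nt in both. At the robust threshold, at least 11 tags and 1 TPM at a CTSS, 27121 (18.7%) and 20919 (19.6%) of them were left. Without the split of long clusters the permissive numbers were 91625 and 66496. The soleus libraries held 243504468 tags together and the EDL libraries 187220411. The depth moved the numbers most among the settings with the permissive threshold: with every library thinned at random to 1778712 tags, the total of the shallowest one, 36768 clusters were found in soleus and 31311 in EDL. The number of genes behind these clusters was not analysed here.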

Processes of atrophy and recovery in both muscles were associated with large changes in RNA transcription profile. 

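In soleus on the first day of recovery, 2296 of 9842 tested TSS peaks were called against control by edgeR's quasi-likelihood test, of which 1450 were higher and 846 lower. In 2214 of them (96.4%) every R1 library lay on the same side of every control library. The peaks were called with these same libraries, which alone makes that share high. Among all tested peaks it was 55.9%, compared with the 10% that chance gives for 3 animals against 3. In the time-course comparisons, 2286 peaks were called between R1 and the last day of disuse (1532 higher at R1 and 754 lower), and 1243 between R3 and R1 (272 higher at R3 and 971 lower). DESeq2 called 2498 peaks at R1 against control, 2245 of them shared with edgeR. With each library left out in turn, the number stayed between 1871 and 2434. The share of higher peaks among the calls was 63.2% with TMM factors and 84.8% with tag totals as library sizes, which moved the median log2 fold change of all tested peaks from 0.05 to 0.43. The sequencing lane moved the number most. In a fit over all 42 libraries, 2425 peaks were called without the lane and 9 with the lane as a block, and the median standard error of the log2 fold change went from 0.366 to 1.02. Of the calls without the lane, 93.8% had the same sign with it. In the fit with the lane, 16 peaks were called at D1 against control and 0 at each of D3, D7, R3 and R7.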

The most dramatic changes in gene expression were observed in the slow muscles on the first day of recovery, both in phase vs. control (see Supplementary Table ST4A,B) and time-course (see Supplementary Table ST4C,D) comparisons. In contrast, the fast muscle showed comparatively weaker changes in expression during the whole recovery process. 

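In EDL, edgeR called 0 of 9345 tested peaks at R1, at R3 and at R7 against control, while 899, 1294 and 408 peaks had an unadjusted p under 0.05. DESeq2 called 30 peaks at R1 (8 higher and 22 lower), 89 at R3 (80 higher and 9 lower) and 1 at R7. At the size of the EDL R1 and control groups, edgeR called 169 of 200 peaks changed by 2.5 on the log2 scale in simulated counts. Of the peaks called in soleus at R1, 1847 were tested in EDL as well. These peaks were selected for a log2 change over 1.25 in soleus, which favours a larger value there. Their median absolute log2 fold change at R1 was 1.75 in soleus and 0.44 in EDL, and 1278 of them (69.2%) changed in the same direction in both muscles. The muscles come from the same rats and share the lanes, which alone can make their changes alike. The difference between the muscles was tested itself, as an interaction in a fit over all 42 libraries: the R1 against control change differed between soleus and EDL in 1012 of 9947 peaks, with 524 higher and 488 lower in soleus. Among these were 837 of the peaks called in soleus (82.7% of the interaction calls). In 709 of the 837 the change was smaller in EDL, and the other 128 were not tested in the EDL fit. With all libraries thinned to the shallowest, the alternative that moved this number most, it was called in 416.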

To note, the differentially expressed gene (DEG) composition signatures of the three different recovery phases of the fast muscle had only a small number of overlapping features. Both phase-control and time course signatures performed well as phase classifiers, except for one animal measured on the last day of recovery. 

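Because edgeR called no EDL peak in any recovery phase, the overlap in EDL could be counted only with DESeq2. It called 114 peaks in at least 1 recovery phase, 24 only at R1, 83 only at R3 and 1 only at R7, and the remaining 6 were shared by R1 and R3. All 3 phases were set against the same control libraries, which alone makes their changes alike. Across peaks, which are not independent replicates, the log2 fold changes of EDL correlated with a Pearson's r of 0.597 between R1 and R3, 0.588 between R1 and R7 and 0.597 between R3 and R7. In 20 simulations of EDL libraries without any change the mean r was 0.495, 0.502 and 0.499, and no peak was called by edgeR in more than 1 phase.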

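Libraries were clustered on the log2 CPM (prior count 2) of the peaks called by edgeR in the phase vs. control or time-course comparisons, by average linkage and 1 minus Pearson's r. With the 3269 such peaks of soleus, 4 of the 7 groups (control, D1, D7 and R1) formed a branch of their own, and for 16 of 21 libraries the nearest library was of the same group. Among the animals of R7, the soleus library of U19 was nearest to control U6 (r = 0.910). Its mean r was 0.831 with the other R7 libraries and 0.897 with the controls. The mean r of the other R7 animals with their own group was 0.852 (U12) and 0.904 (U13), above their mean r with the controls, 0.775 and 0.860. Of these, U12 was nearest to R7 animal U13 (r = 0.925), but U13 was nearest to R3 animal U16 (r = 0.940). Without U19, 1042 soleus peaks were called at R7 against control, compared with 412 with it, and 388 of the 412 were among them. In EDL all 394 called peaks came from the disuse phases, since 0 were called in recovery. On these peaks the branches were control, D1, D3 and D7, and the nearest library was of the same group for 17 of 21 libraries. This selection favours branches of the disuse phases, so it cannot decide how well the recovery phases of EDL are told apart. Among the R7 animals of EDL, U13 was nearest to control U6 (r = 0.946), with a mean r of 0.940 with its own group and 0.937 with the controls. For U19 these means were 0.926 and 0.931 and for U12 0.928 and 0.896, and both were nearest to U13. The called peaks were chosen for differing between groups, in EDL only between the disuse phases and control. On all tested peaks 1 group (R1) formed its own branch in soleus and 0 did in EDL. With complete linkage 3 groups of soleus (control, D7 and R1) did so on all tested peaks, and 0 of EDL.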

The same applied to the statistics of the DEGs. Most of the peak signatures were common to both phase-control and time-course comparison, and the common set formed three clusters of expression across all experimental phases (Figure 2).

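In soleus, 1678 peaks were called at R1 both against control and against D7, which is 73.1% of the calls against control and 73.4% of those against D7, and 0 of them changed in opposite directions. The same R1 libraries enter both comparisons, which alone makes their changes alike. Over all tested peaks the log2 fold changes of the 2 comparisons had a Pearson's r of 0.920, compared with a mean of 0.472 in 20 simulations of soleus libraries without any change, in which no peak was called in both. To follow the peaks called at R1 across the experiment, each soleus library was placed along the R1 vs. control change, from 0 at the mean of the controls to 1 at the mean of the R1 animals, and each control or R1 library was left out of the means it was placed against. The mean place was 0.0189 ± 0.0358 (SD, n = 3) in the controls, 0.0241 ± 0.0181 at D1, 0.0817 ± 0.0615 at D3 and 0.0634 ± 0.0292 at D7. It was 0.988 ± 0.211 at R1, 0.229 ± 0.0253 at R3 and 0.202 ± 0.0628 at R7. Every R3 and R7 library lay above every control and every disuse library, although the lowest of them, R7 animal U19 at 0.139, was above the highest disuse library, D3 animal U9 at 0.134, by less than the spread between animals. The R3 library of U4, sequenced in the lane of the R1 libraries, lay at 0.257, and those of U5 and U16, from another lane, at 0.221 and 0.208. The peaks had been called with all R1 and control libraries, which favours a wide gap between these groups.

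**Figure D1:**
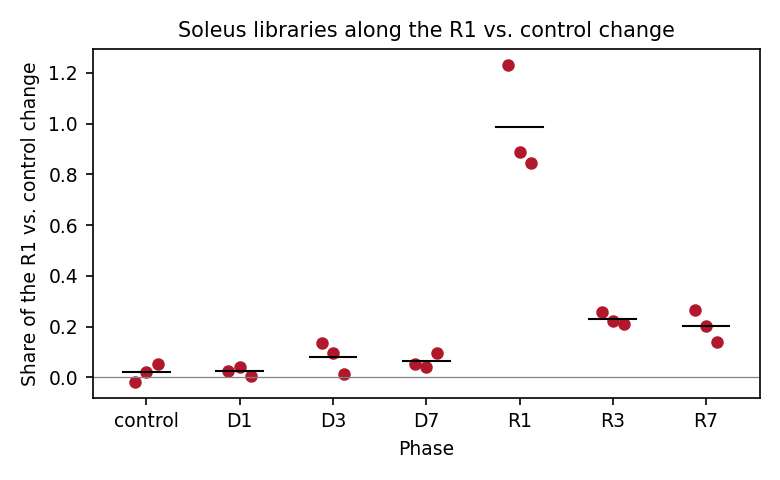
Place of each soleus library (red points, 3 animals per phase) along the R1 vs. control change over the 2296 called peaks, as a share of that change, with the mean of each phase as a black line. The R1 libraries lie between 0.846 and 1.23, the R3 and R7 libraries between 0.139 and 0.265, and all others at or below 0.134.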

The differentially expressed genes in the slow muscle on the first day of recovery also outnumbered any other phase of the experiment several-fold. 

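Against control, edgeR called 194 soleus peaks at D1 (84 higher and 110 lower), 72 at D3 (41 and 31) and 12 at D7 (7 and 5). During later recovery it called 163 at R3 (120 and 43) and 412 at R7 (277 and 135). At an unadjusted p under 0.05 the numbers were 1529 at D1, 1413 at D3, 1090 at D7, 4963 at R1, 2190 at R3 and 2453 at R7. DESeq2 gave 324, 182, 134, 399 and 714 calls at D1, D3, D7, R3 and R7. The R3 number rested on single libraries: 0 peaks were called at R3 without control U6, without control U8 or without R3 animal U4 (1327, 1792 and 1424 at an unadjusted p under 0.05), and 25 without control U7. At R7 the number was 57 without control U6. The largest rise in soleus at R1 that met the rule for named peaks was on the minus strand of chromosome 20 of Rnor_6.0, from 4958731 to 4958752. It had 33450, 4182 and 6 tags in the R1 animals U18, U20 and U21 and 0 tags in the controls, whose 36029086 tags allow up to 0.0833 TPM. Its mean level at R1 was at least 10816-fold higher, counted against 3 tags over the control group (log2 fold change 16.24, standard error 4.47, adjusted p = 0.0111 from edgeR's quasi-likelihood test). This peak differed between animals beyond the phases, since it reached 0.5 TPM in both muscles of the same 7 of 21 animals and in neither muscle of the others, and at R1 the animals above that level were U18 and U20. None of the controls was among the 7, so the fold change sets animals with the peak against animals without it. In animals with it, soleus held 333 to 2368 TPM at R1 and 4.67 to 16.1 TPM in other phases. The next one, on the plus strand of chromosome 14 from 34354461 to 34354544, was at 44.0 ± 38.2 TPM at R1 (SD, n = 3), with 0 tags in the controls. It was at least 529-fold higher against the same floor (log2 fold change 11.84, standard error 1.38, adjusted p = 6.79e-05). The largest fall was on the plus strand of chromosome 10 from 53727161 to 53727410, from 46.9 ± 28.4 TPM in the controls to 0.634 ± 0.790 at R1 (log2 fold change −6.60, standard error 1.43, adjusted p = 0.00173). A second one at 53729440 to 53729547 had a log2 fold change of −6.18 (standard error 1.40, adjusted p = 0.00229). Both lie upstream of the Myh4 window of Fig. 5A on the same strand, and the deposited counts do not show how many of their tags mapped to other loci as well. With the lane as a block, none of these 4 peaks was called (adjusted p of 0.848, 1, 0.310 and 0.292 in the order given). Floors cover counting error only.

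**Figure D2:**
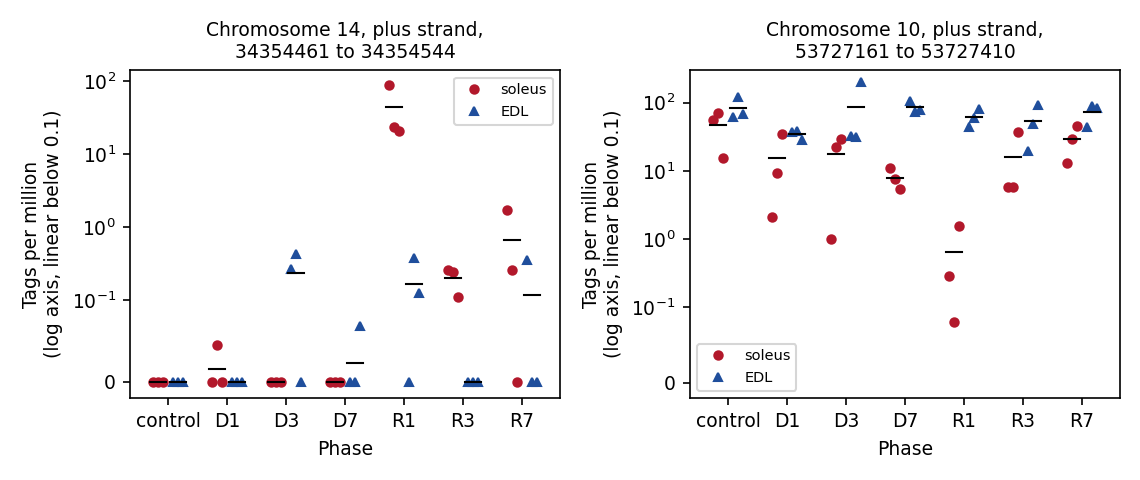
TPM of a TSS peak that rose (left, chromosome 14) and of the peak that fell most (right, chromosome 10) in soleus at R1, by phase, on a log axis that is linear below 0.1. Points are soleus (circles) and EDL (triangles) libraries of 3 animals per phase, and lines their means. On the left the soleus R1 libraries lie between 20.8 and 88.1 and every other library at or below 1.75.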

Interestingly, in the fast muscle, the number of DEGs on the first day of recovery was dramatically lower than during the other phases of the experiment, except for the seventh day of recovery (Figure 3A).

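In the disuse phases of EDL, edgeR called 287 peaks at D1 (179 higher and 108 lower), 118 at D3 (90 and 28) and 102 at D7 (56 and 46) against control. Each of these exceeded the number at R1, at R3 and at R7, with edgeR and with DESeq2, which called 425 at D1, 284 at D3 and 219 at D7. With the lane as a block edgeR called 5 at D1, 0 at D3 and 0 at D7. All controls lie in lane 1 and no EDL disuse library does, so the lane and disuse are hard to tell apart there. The number at R1 lay between those of R7 and R3 by DESeq2 and by the count of unadjusted p-values under 0.05. The D3 number moved most with single libraries: it was 650 without D3 animal U11 (253 higher and 397 lower) and 5 without control U7.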

Remarkably, most DEGs, as in recovering fast muscles, were specific to a certain phase of recovery (Figure 3C), which was not the case in the disused fast muscles or both disused and recovering slow muscles. Such divergence suggests the phase specificity of pathways involved in the recovery of fast muscle. In contrast, most time-course DEGs in slow muscles on the third day of recovery, compared to the first day of recovery, were the same as on the first day of recovery, compared to the last day of disuse (see Supplementary Table ST5).

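Peaks called by edgeR in only 1 of the 3 recovery phases of soleus made up 88.5% of the 2510 peaks called in any of them: 2025 only at R1, 23 only at R3 and 173 only at R7. A further 122 were called at both R1 and R3, 221 at both R1 and R7 and 90 at both R3 and R7, and 72 in all 3 phases, which are counted in each of these pairs. The pooled share rests mostly on R1, which had 2296 of the calls: at R3 only 23 of 163 and at R7 173 of 412 were called in no other recovery phase. In the disuse phases the pooled share was 86.3% of 241 peaks in soleus and 78.2% of 394 peaks in EDL. In disused soleus, 163 of 194 peaks at D1, 40 of 72 at D3 and 5 of 12 at D7 were called in no other disuse phase, and in disused EDL 221 of 287, 51 of 118 and 36 of 102. The unequal numbers of calls alone keep such pooled shares high. With DESeq2 the pooled share was 81.9% of 2926 peaks in recovering soleus, 75.3% of 489 in disused soleus, 70.9% of 669 in disused EDL and 94.7% in recovering EDL. The phases share their controls, so in 20 simulations of soleus libraries without any change the log2 fold changes had a mean Pearson's r across peaks of 0.513, 0.505 and 0.502 for R1 with R3, R1 with R7 and R3 with R7, and no peak was called in more than 1 phase. The observed r were 0.569, 0.414 and 0.767. From the small overlap it saw between the recovery phases of the fast muscle, the paper proposes that the pathways involved in the recovery of the fast muscle are specific to the phase.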

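In soleus, 954 of the peaks called between R3 and R1 (76.7%) were also called between R1 and D7, and 951 of these 954 changed in opposite directions in the 2 comparisons. DESeq2 called 1322 peaks between R3 and R1, of which 998 (75.5%) were shared. Both comparisons contain the R1 libraries, so chance values of R1 enter them with opposite signs. In 20 simulations of soleus libraries without any change the log2 fold changes of the 2 comparisons had a mean Pearson's r of −0.472 over all tested peaks and no peak was called in both, compared with an r of −0.820 here. With the lane as a block, 651 peaks were called between R3 and R1 and 51 between R1 and D7.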

### 3.4. Gene Enrichment Analysis Reveals that Adaption to Disuse Processes in Slow and Fast Muscles is Mediated by Different Molecular Pathways

To dissect the genetic processes specific for each phase of the atrophy–recovery process, we conducted analogous Gene Set Enrichment Analysis (GSEA) for DEGs that are unique in each phase (D1-3-7 and R1-3-7). (Refer to DEGs on each phase and PANTHER results in SM.) In agreement with DEGs data in each phase, we observed significant differences in GSEs for unique differentially expressed genes between slow and fast muscles. The “regulation of adaptive immune response” and “related T cell immunity” were the only enriched terms in the last disuse phase (day 7 of unloading experiment) in slow muscle, while the regulation of adaptive immune response and ATP nucleotide metabolic processes were presented in the enrichment set at days 1 and 3 of disuse in slow muscle, correspondingly. GSEs of the unique DEGs for recovery were also distinct between slow and fast muscles. Thus, in R1, the unique signatures in fast muscle were enriched with cell proliferation terms (see Supplementary Table ST5), while the unique signatures in slow muscle were enriched with terms related to metabolism (see Supplementary Table ST6). Notably, gene set enrichments in the slow muscle are much more widely represented in each recovery phase and demonstrate consistent functional pattern during recovery in this type of skeletal muscle: involvement of signaling (via G-protein-coupled receptor and phosphorylation cascades of intermediate and target proteins) and metabolic processes (cellular respiration, nucleotides biosynthesis, actin filament organization) in the early phase R1, follow-up activation of translational complex machinery in R3, and cell development and differentiation in the R7 phase.

Unlike in fast muscle, differentially expressed genes in slow muscle, which were common to phase-control and time-course comparisons, formed four clusters, the two largest of which were enriched with features of metabolism regulation through MAP kinase activity and actin biosynthesis. The other two demonstrated nucleosome assembly coordinated with muscle contraction and metabolism (see Figure 2). According to the heatmap, MAP kinase regulation was activated only on the first day of recovery (R1 phase) and actin biosynthesis lasted for the whole recovery period, this being the most expressed in R1. Notably, members of the nucleosome assembly pathways were active only in disuse and metabolism features were downregulated in the initial stages of recovery (Figure 2). 

To take a wider look at the specific disuse-associated changes, we further performed a similar analysis for each phase of the experiment, as compared to the control animals (see Supplementary Table ST7). In the slow muscle, most of the enriched terms were related to parent classes of muscle tissue remodeling and metabolism. Expectantly, enriched features of actin cytoskeleton (sarcomere) reorganization were up-regulated in recovery phases (R1–R7), and down-regulated mostly in disuse phases (D1–D7). Notably, a vast number of sarcomere features were downregulated in the early stages of recovery [19]. Surprisingly, downregulated signatures of R1 and R3 phases were enriched in terms of muscle cell differentiation and energy derivation (excluding the receptor signaling pathways), which is likely to be interpreted as a signature of the strong impact of stress associated with atrophic process on cell homeostasis.

According to our GSEA (Supplementary Table ST7), atrophic changes in biological processes in soleus muscle, such as the downregulation of actin organization, muscle differentiation, and metabolism had the highest expression, in terms of gene set enrichment, on the first day of recovery and not immediately upon disuse, as well as the greatest loss in the relative muscle mass of m. soleus (Figure 1B). Such an effect was not the case for the fast muscle (EDL). Thus, we assume that the processes of muscle atrophy in slow muscle, but not in fast muscle, are delayed both on morphometric and molecular levels.

### 3.5. Tissue-Specific Intergenic TSS Show Different Patterns in Slow and Fast Muscles and Widely Co-Express with Coding Genes in Response to Disuse

After the identification of the TSS profile in both muscles, we found that a substantial number of the identified peaks do not intersect either with Ensembl 99 or with RefSeq 106, or the 6.0 transcriptome annotation or FANTOM and, thus, were specific for muscle tissue (including 2246 out of 4149 DEGs in the slow muscle) and have never been described before (see Supplementary Table ST8).

A large number (2092) of intergenic TSSs also conformed to the aforementioned clusters along with the gene expression (Figure 3). Almost half of those intergenic TSSs (995) had a corresponding DEG as the closest downstream gene. Surprisingly, the inclusion of the differentially expressed intergenic TSS dramatically improved the transcriptome-based clustering of analyzed samples (see Figure 2 for clustering of genic peaks), which suggests strong, and yet to be explored in detail, involvement of alternative and distant promoters in the processes associated with muscle atrophy. These intergenic TSSs clustered along with robust genic signatures and also had a downstream DEG (394 genes in total) (Figure 3). As much as 152 of those DEGs were classified by GSEA analysis as signatures of chromatin reorganization, cytoskeleton organization, and cellular component biogenesis (see Supplementary Table ST9). The non-genic robust signature peaks upstream of those genes were also differentially expressed on the first day of recovery (see Figure 4), which is consistent with the GSEA analysis on DEGs.

In total, more than a half (1263 × 100/2246 = 56.23%) of the TSSs were associated with regions upstream of DEGs in slow muscle, and less than a half (210 × 100/474 = 44.30%) were region-associated TSSs in fast muscle, located upstream of a given DEG, which showed significant co-expression with that gene in the cycle of disuse—recovery (see Supplementary Table ST8, Figure 5B).

Taken together, we observed strong evidence of co-expression differentially using 5′UTRs and corresponding genes in the course of disuse-recovery, which illustrated the deep involvement of transcribed regulatory elements in the genetic control of muscle homeostasis (Figure 3A,B).

### 3.6. Alternative Usage of Dominating Transcription Starting Sites in Differentially Expressed Genes

We found that promoter switches play a substantial role in gene expression associated with atrophy processes in both types of muscles. For example, on the first day of recovery (R1 phase), the dominating (i.e., the most transcribed) TSS of the Myh4 gene was changed to the start of the full-length isoform, while the isoforms expressed in control samples were supposedly heavily 5′-truncated (Figure 5A).

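The window of Fig. 5A on the plus strand of chromosome 10 (Rnor_6.0) holds 35 deposited TSS peaks. The one from 53778241 to 53778413 was taken as the 5′ end of Myh4, without an annotation. The ends of the window were read from the figure and are approximate. The window starts at this peak, so tags upstream of it were not counted. In soleus this 5′ peak took 0 of 343, 0 of 316 and 1 of 53 window tags in controls U6, U7 and U8, and 1 of 43, 1 of 8 and 5 of 89 in R1 animals U18, U20 and U21. As shares these are 0%, 0% and 1.89% in the controls (95% Wilson intervals 0 to 1.11%, 0 to 1.20% and 0.334 to 9.94%) and 2.33%, 12.5% and 5.62% at R1 (0.412 to 12.1%, 2.24 to 47.1% and 2.42 to 12.5%). The intervals cover counting error only. The mean share was 0.629% ± 1.09 (SD, n = 3) in the controls and 6.81% ± 5.19 at R1. The difference of 6.19 percentage points had p = 0.1 in a two-sided exact permutation test, the smallest that 3 animals against 3 allow. Without R1 animal U20, which had 8 window tags, the difference was 3.34 points. The window itself held 18.2 ± 10.5 TPM in the controls and 2.86 ± 2.13 at R1 (exact permutation p = 0.1), compared with 2208 ± 387 in the EDL controls. The peak with most tags lay downstream of the 5′ end in every one of these 6 soleus libraries. It was the peak from 53794198 to 53794549 in the 3 controls and in R1 animal U21, the one from 53792969 to 53793180 in U18 and the one from 53798187 to 53798382 in U20. At D3 in soleus the mean share at the 5′ peak was 2.33% ± 1.45 (SD, n = 3), with 4% in U9. It was lower at D1, D7, R3 and R7. In EDL the mean share was 0.585% ± 0.400 in the controls and 0.695% ± 0.617 at R1. The authors let reads map to up to 20 loci and deposited rescued counts, so tags that Myh4 shares with other myosin heavy chain genes leave these values uncertain.

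**Figure D3:**
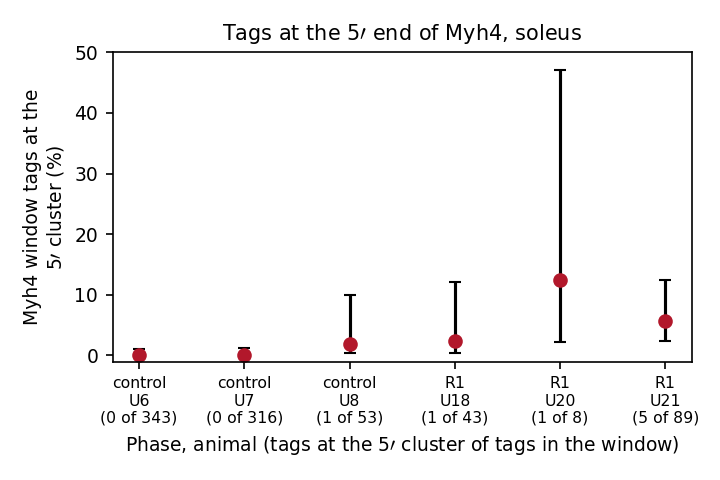
Share of the tags in the Myh4 window that lie at the 5′ peak (percent, points) in each soleus control and R1 library, with 95% Wilson intervals as bars. The controls lie at 0 to 1.89% and the R1 libraries at 2.33 to 12.5%.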

In total, 24 genes, upregulated in slow muscle on the first day of recovery, had their dominating TSSs changed (see Supplementary Table ST10), including Dcn, which promotes muscle regeneration [20]; Ggnbp2, which regulates trophoblast proliferation [21]; Glul, which is involved in the regulation of glycogen synthesis via the up-regulation of glycogen synthase [22]; Limch1, which is unregulated as a result of endurance exercise in glycogen deficient mouse model [23]; and Pld3, which supposedly plays a role in myotube formation [24]. Interestingly, only 3 of those 24 genes were also upregulated and had their dominating TSSs changed on the first day of recovery in fast muscle–Bcurl, Syncrip, and Zmynd8.

Similarly, 28 genes were both upregulated and changed their dominating TSSs in fast muscle on the first day of recovery, including Ampd3, a subunit of AMP deaminase [25], Ankh, a mediator of cellular export of ATP; Dapk2, which is phosphorylated in a Ca^2+^-independent manner by AMPK in muscle tissue, undergoing dystrophy [26]; Flt1, a VEGF receptor, essential for skeletal muscle function [27]; Lpin1, which is essential for lipid metabolism and ATP synthesis [28]; Macf1, which maintains cellular components of microtubules in muscle [29]; Myl12a, myosin regulatory subunit; Prkag2, whose mutations are associated with skeletal muscle glycogenosis [30]; Xirp1, a marker of wounded skeletal muscle [31].

### 3.7. Expression of Transcribed Enhancers in Rat Skeletal Muscles is Linked to Disuse-Recovery Cycle

We followed the enhancers pipeline [11] to determine bidirectionally expressed permissive DPI1 clusters, which were considered as enhancers. 

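Enhancers were rebuilt from the permissive TSS clusters of the 21 soleus and of the 21 EDL libraries, as pairs of a minus-strand cluster upstream of a plus-strand cluster at most 400 nt away. The region around the centre of a pair was extended by 200 nt on both sides, and a pair was kept if the absolute directionality of its pooled tags was under 0.8. The paper also masked known TSSs (±500 nt) and exons (±200 nt). The annotation this needs was not used here, so the pairs include those at known promoters and within genes. The procedure found 2101 pairs in soleus, with a median of 511 tags over all libraries and 7.24% of all tags, and 1512 in EDL, with a median of 634.5 tags and 9.98% of all tags. In simulated CTSS counts it found 100 of 100 pairs that had been put in. For differential expression the tags of both strands of a pair were summed and tested with the library totals as library sizes, while the paper called an enhancer from any of its peaks.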

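By coordinates without strand and an overlap of at least 1 nt, 457 of the 1512 rebuilt EDL pairs (30.2%) overlapped no soleus pair, and 1042 of the 2101 soleus pairs (49.6%) overlapped no EDL pair. When an overlap of at least 50% of the shorter pair was required, the shares were 31.7% and 50.9%. The largest move came from leaving out pairs near clusters of at least 1 TPM, a stand-in for the paper's mask of known TSSs: of the 130 EDL and 362 soleus pairs that were left, 77.7% and 92.3% were distinct. Part of the difference between the muscles went with depth. With all libraries thinned to equal totals, 507 pairs were found in EDL and 560 in soleus, and 25.2% and 32.5% of them were distinct.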

Less than 30% of fast muscle enhancers were distinct (did not intersect) from slow muscle enhancers, while roughly half of the soleus enhancers were distinct from fast muscle enhancers (Figure 6).

#### 3.7.1. Differentially Expressed Enhancers Mediate Muscle-Specific Transcription Program

In both slow and fast muscles, most of the enhancers were stably expressed in most of the phases of the experiment, except for R1, where the slow muscles exclusively made up approximately 30% of all detected enhancers that were differentially expressed (Figure 3B). Such a differential expression profile is consistent with that for differentially expressed intergenic promoters and genes (Figure 3A).

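Of the rebuilt pairs, 1474 (70.2%) in soleus and 1081 (71.5%) in EDL had tags in all 21 libraries of the muscle, and 91.1% and 98.9% had tags in every phase. At R1 against control, 443 of the 2101 soleus pairs (21.1%; 1801 were tested) were called by edgeR's quasi-likelihood test, 366 higher and 77 lower, and DESeq2 called 439 (20.9%). With TMM factors of the TSS peaks in place of library totals, 415 were called (19.8%), 277 higher and 138 lower. Leaving out single libraries moved the number most among the settings tried, to between 382 (without R1 animal U18) and 524 (without R7 animal U19). The sequencing lane was not tried as a block for the pairs. All controls lie in lane 1 and all R1 libraries in lane 4, so a lane effect and the R1 change cannot be told apart in this number. In the other soleus phases edgeR called 9 pairs at D1 (3 higher and 6 lower), 9 at R7 (8 and 1), and 0 at D3, D7 and R3, where 170, 151 and 197 pairs had an unadjusted p under 0.05. DESeq2 called 23 at D1, 7 at D3, 9 at D7, 0 at R3 and 24 at R7. The R7 number was 0 without control U6 and 62 without R7 animal U19. In EDL, with 1302 pairs tested, edgeR called 20 at D1 (19 higher and 1 lower), 7 at D3 (6 and 1) and 4 at D7 (4 and 0), and DESeq2 26, 17 and 13. The D3 number was 105 without D3 animal U11. During the recovery of EDL edgeR called 0 pairs at R1, R3 and R7, where 137, 75 and 35 had an unadjusted p under 0.05 and DESeq2 called 0, 5 and 0. Whether the R1 change of single pairs differs between the muscles was not tested.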

#### 3.7.2. Switch ON/OFF Enhancers on First Day of Recovery (R1)

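Among the 2101 rebuilt soleus pairs, 21 had tags in all 3 R1 libraries and 0 tags in the other 18 soleus libraries. The same count was 0 for the controls and for each other phase of soleus. A total of 23 pairs had tags in exactly 3 soleus libraries, and none of the other sets of 3 libraries, out of 1330 sets, held more than 1. The tags of a pair in an R1 library ranged from 2 to 133. The pair on chromosome 7 from 64098734 to 64099133 had the most tags, 133, 125 and 100 in U18, U20 and U21, followed by one on chromosome 6 from 6325511 to 6325910 with 66, 28 and 49 tags. The setting that moved the number most allowed 1 tag in the other libraries, which gave 72 pairs. With tags in at least 1 R1 library in place of all 3 there were 22, and with all soleus libraries thinned to the shallowest there were 36. For the latter the pairs found at full depth were kept and only their tags were thinned. At the depth of the other libraries, 0 tags do not show that a pair is not transcribed.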

We found that at least 26 enhancers in slow muscle were transcribed only on the first day of recovery (phase R1, see Supplementary Table ST12). These 26 enhancers had nine differentially expressed genes (AABR07004130.1, Stac2, Mn1, LOC102546495, Tsc22d2, AABR07044837.2, Pkdcc, Wnt1 and Ubash3b) in the reach of 1 Mb, all of which appeared upregulated (see Supplementary Table ST13).

In skeletal muscle, Stac proteins are essential for coupling membrane depolarization to Ca^2+^ release from the sarcoplasmic reticulum (SR). It was demonstrated that Stac proteins (1–3) interact with the II–III loop of CaV1.1, the principle subunit of the Ca^2+^ channel, mediating the excitation–contraction in skeletal muscles [32].

In the meantime, Wnt proteins are secreted ligands, which bind to distinct receptors, and the activation of the Wnt-mediated signaling pathway leads to GSK3 inhibition which, in turn, results in muscle hypertrophy. Moreover, in vitro treatment of the myotubes with Wnt induces cell differentiation, assuming an alternative induction for the phenotype [33].

In the Pkdcc gene encoding protein kinase domain-containing protein, cytoplasm has a broader functional role in organogenesis via the phosphorylation of extracellular proteins and endogenous proteins in the secretory pathway. It has been shown in only in several genome wide studies that Pkdcc is significantly associated with skeletal system development [33,34].

Remarkably, data analysis has identified Mn1, which encodes a transcriptional activator and plays a physiological role in cancer as an up-regulated gene during recovery, while the gene transcript was in a top-list of genes downregulated in the skeletal muscle after both neuromuscular electrical stimulation and resistance exercise [35]. Moreover, the recently published investigation of its physiological role has demonstrated that Mn1 is expressed to a greater extent in fetal and adult skeletal muscle compared to other human organs and tissues, and participates in the regulation of target genes through interaction with the transcription factors Pbx1, Pknox1, and Zbtb24 [36]. Taken together, the observed up-regulation of Mn1 expression in recovery stages can be explained by its pivotal role in developmental processes and cell differentiation [37,38].

The identification of Ubash3b upregulation, associated with corresponding enhancer switches, also represents biologically meaningful outcomes, since the gene encodes a protein that was found to inhibit the endocytosis of the epidermal growth factor receptor (Egfr) [39]. Endocytosis is the general path for cellular receptors such as Egfr to reduce the signaling response via negative feedback, whereas the Egfr-dependent signaling pathway promotes the functional rescue of dystrophin-deficient satellite cells and enhances skeletal muscle regeneration and strength in mice [40].

## 4. Conclusions

We conducted the first complex analysis of the landscape of transcription starting sites across different stages of disuse and recovery in two types of skeletal muscle, and showed that slow and fast muscles have different regulome, mediated by distinct sets of transcribed regulatory elements. Our study revealed that “shadow” enhancers, i.e., several enhancers that control the same target gene [41], are integral to the regulation of disuse-mediated processes in skeletal muscle. Moreover, the transcription activity of hundreds of enhancers among those identified in our study is strongly associated with specific stages of both atrophy and recovery processes in the muscles. The same is true for the RNA isoforms based on the differential use of transcription starting sites—there is a distinct set of transcripts (including at least several genes involved in maintaining muscles homeostasis) generated by employing the alternative promoters that are associated with different stages of both slow and fast muscle atrophy and recovery. We are confident that the atlas of regulatory element transcriptional activity, which we report in this paper, will serve as a platform for further studies of molecular regulatory mechanisms, controlling the recovery of muscles after atrophic processes and for expanding the medical genetic applications to non-coding regulatory elements in the rat genome.

## Figures and Tables

**Figure 1:**
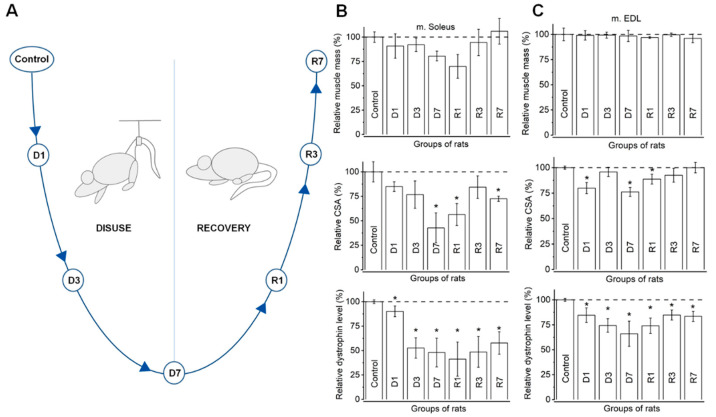
Design the U-experiment: morphometric and dystrophin fluorescence intensity analysis in muscle fibers during different time-points of disuse and recovery. (**A**) Time points of the muscle sampling during the disuse (Dx) and recovery (Rx) stage of the experiment. Estimation of relative muscle mass and relative cross-section area in m. Soleus (**B**) demonstrates significant decline after the seventh day of disuse to the first day of recovery, while in fast muscle, m. EDL (**C**) there are no significant changes. When assessing dystrophin fluorescence intensity in slow muscle m. Soleus (**B**), a significant decrease in dystrophin content during the third and seventh days of disuse, and the first day of the recovery period, is observed, followed by a slight increase until the seventh day of recovery. In m. EDL (**C**), a significant decline in dystrophin content after the third to the seventh day of disuse, and a rise on the first day of recovery, is also demonstrated. In total, 100% of the values for the control group were accepted. The significant differences are indicated by asterisks. See Supplementary Table ST1 for full data.

**Figure 2:**
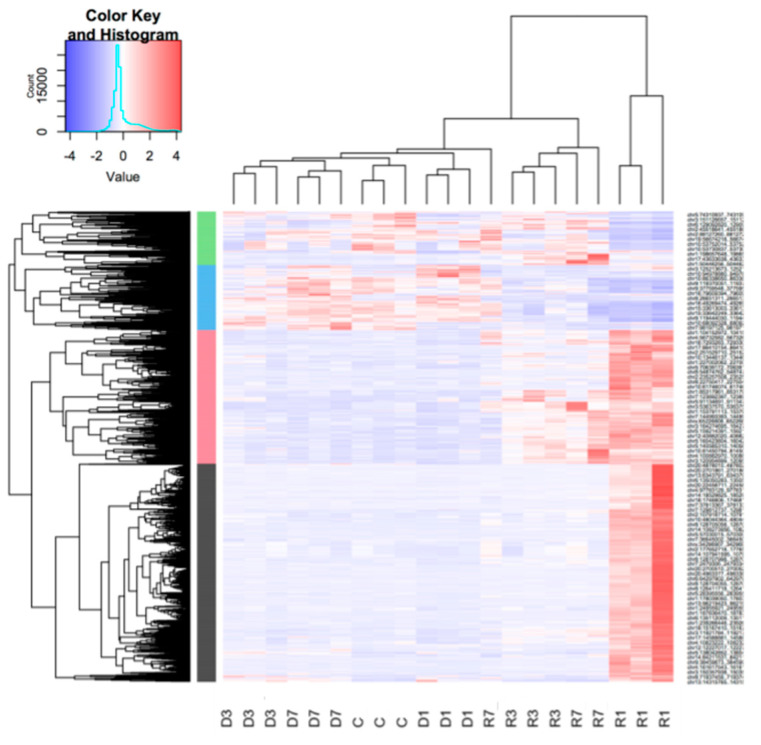
Clustering of differentially expressed peaks (both genic and intergenic), common to both phase-control and time-course comparisons (‘slow’ muscle—m. soleus). FDR threshold was 5 × 10^−4^. Clusters of the metabolism regulation through MAP kinase activity, actin biosynthesis, nucleosome assembly, and lipid metabolism are shown in black, green, blue, and red, respectively (see Supplementary Figure S1 for full figure). Sample names attributed to Dx—days of disuse, and Rx—recovery, and the numbers 1–3 at the end of the sample refer to the experimental animal.

**Figure 3:**
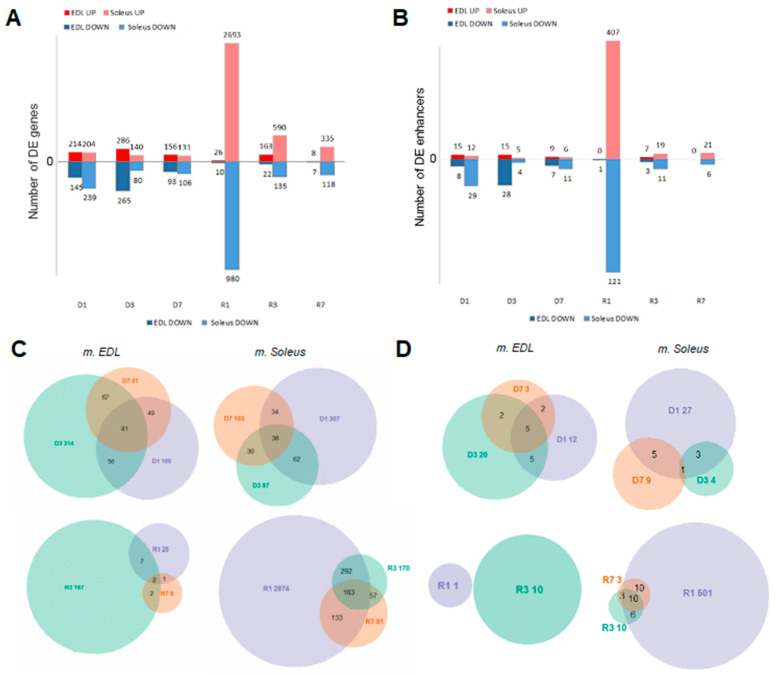
Differentially expressed genes (DEGs) and differentially expressed enhancers in soleus and EDL muscles. (**A**) Number of DEGs. (**B**) Number of differentially expressed enhancers. (**C**) DEGs in the fast and slow muscles (as compared to control) on days 1, 3 and 7 of disuse (shown as D1, D3, D7, respectively) and on days 1, 3, and 7 of recovery (shown as R1, R3, R7, respectively). (**D**) Differentially expressed enhancers in the fast and slow muscles (as compared to control) on days 1, 3 and 7 of disuse (shown as D1, D3, D7, respectively) and on days 1, 3, and 7 of recovery (shown as R1, R3, R7, respectively).

**Figure 4:**
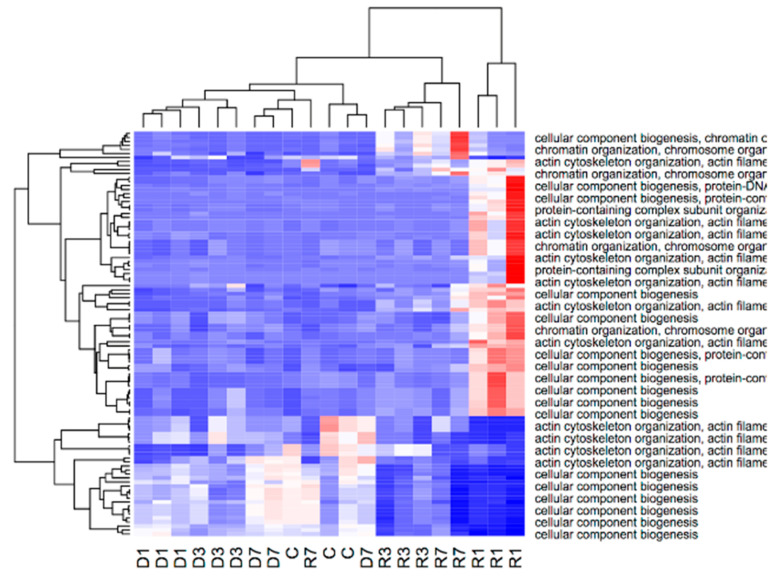
Non-genic peaks annotated with GO biological process of DEGs, which are located upstream (see Supplementary Figure S2 for full figure). Samples names attribute to Dx—days of disuse, and Rx—recovery.

**Figure 5:**
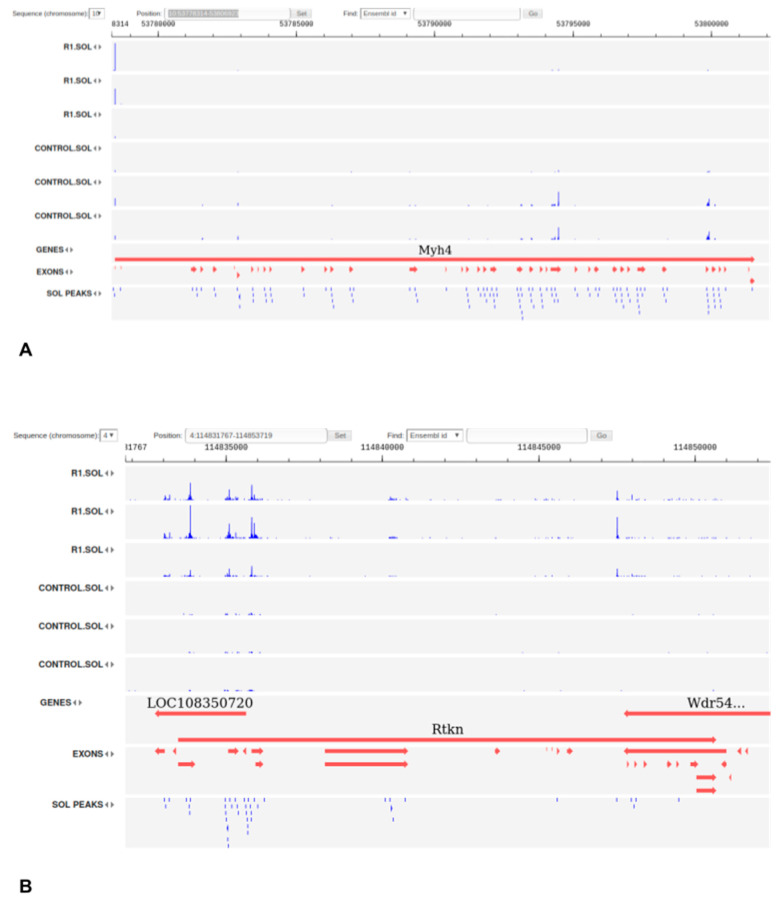
Alternative TSS in genes Myh4 (**A**) and Rtkn (**B**), shown in BioUML web browser. See Supplementary Figure S4 for the full figure.

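For Rtkn, the window of Fig. 5B on chromosome 4 (Rnor_6.0) was summed strand by strand. In soleus the plus strand held 1.98 ± 0.624 TPM (SD, n = 3) in the controls and 24.3 ± 13.7 at R1, and each R1 animal was above each control (two-sided exact permutation test, p = 0.1, the smallest that 3 animals against 3 allow). The minus strand went from 2.11 ± 0.395 to 6.79 ± 1.80 (p = 0.1 in the exact permutation test). The TSS peak of the plus strand from 114835675 to 114836032 had a log2 fold change of 2.90 in soleus at R1 against control (standard error 0.754, adjusted p = 0.00588 from edgeR's quasi-likelihood test) and of 1.01 in EDL (standard error 0.746, adjusted p = 0.657). The plus strand of the window in EDL held 1.02 ± 0.186 TPM in the controls and 2.56 ± 1.22 at R1, and there too each R1 animal was above each control (p = 0.1 in the exact permutation test). The minus strand of the window in EDL went from 1.49 ± 1.08 to 3.46 ± 0.998 TPM (p = 0.2 in the exact permutation test). In the other soleus phases the plus strand stayed between 1.66 ± 0.955 at R7 and 2.83 ± 0.731 TPM at D3. In the other EDL phases it lay between 1.24 ± 0.560 at D1 and 3.19 ± 0.637 TPM at R3, so R1 was not the highest phase of EDL.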

**Figure 6:**
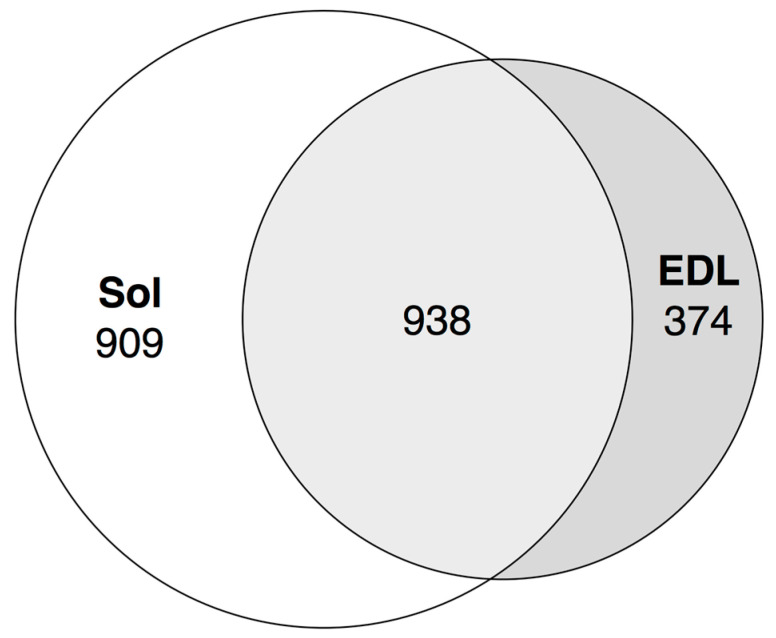
Tissue-specific enhancers of soleus and EDL muscles. Strandless coordinate intersection with 1 nt cutoff. See Supplementary Table ST11 for the full data.

## Data Availability

The atlas is available online as part of the GTRD database (http://gtrd.biouml.org/, sections *TSS**→Rattus norvegicus* and *Enhancers*→*Rattus norvegicus*). Transcriptome data are available at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE141827 (accessed on 17 June 2021).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/biology10060557/s1. Figure SF1: Clustering of differentially expressed peaks, Figure SF2: Non-genic peaks annotated with GO biological process of upstream DEGs, Figure SF3: Morphometric analysis, Figure SF4: Alternative TSS in genes Myh4 and Rtkn, Table ST1: Morphometric analysis, Table ST2: Sample coverage, Table ST3: TSS Stats, Table ST4: Differentially expressed peaks, Table ST5: PANTHER enrichment in fast muscle (R1), Table ST6: PANTHER enrichment in slow muscle (R1), Table ST7: Fast and slow muscle – Gene Ontology, Table ST8: Muscle specific peaks and their downstream differentially expressed genes in muscles upon atrophy-recovery cycle, Table ST9: Phase-control and time-course clusters, Table ST10: Leading TSS in R1, Table ST11: Tissue-specific enhancers of slow and fast muscles, Table ST12: Swtch-on and switch-off enhancers, Table ST13: DEGs closest to the switch-on and switch-off enhancers, Supplementary Description (DOCX document).

## Abbreviations

CAGE	Cap Analysis Gene Expression
CSA	Cross-Sectional Area
CTSS	CAGE Tag Start Sites
DPI1	Decomposition-Based Peak Identification
EDL	Extensor Digitorum Longum
eRNA	enhancer RNA
GSEA	Gene Set Enrichment Analysis
LFC	Log2 Fold Change
RFU	Relative Fluorescent Units
TSS	Transcription Start Sites

## References

[1] Wang Y., Pessin J.E. (2013). Mechanisms for fiber-type specificity of skeletal muscle atrophy. Curr. Opin. Clin. Nutr. Metab. Care.

[2] Bodine S.C. (2013). Disuse-induced muscle wasting. Int. J. Biochem. Cell Biol..

[3] Ninfali C., Siles L., Darling D.S., Postigo A. (2018). Regulation of muscle atrophy-related genes by the opposing transcriptional activities of ZEB1/CtBP and FOXO3. Nucleic Acids Res..

[4] Piekarowicz K., Bertrand A.T., Azibani F., Beuvin M., Julien L., Machowska M., Bonne G., Rzepecki R. (2019). A muscle hybrid promoter as a novel tool for gene therapy. Mol. Ther. Methods Clin. Dev..

[5] Arnold P.R., Wells A.D., Li X.C. (2019). Diversity and emerging roles of enhancer RNA in regulation of gene expression and cell fate. Front. Cell Dev. Biol..

[6] Genin A.M., Il’in A.E., Kaplanskiĭ A.S., Kasatkina T.B., Kuznetsova K.A., Pestov I.D., Smirnova T.A. (2001). Bioethics of research on humans and animals in aviation, space and marine medicine. Aviakosm. Ekolog. Med..

[7] Morey-Holton E.R., Globus R.K. (2002). Hindlimb unloading rodent model: Technical aspects. J. Appl. Physiol..

[8] Briguet A., Courdier-Fruh I., Foster M., Meier T., Magyar J.P. (2004). Histological parameters for the quantitative assessment of muscular dystrophy in the mdx-mouse. Neuromuscul. Disord..

[9] Murata M., Nishiyori-Sueki H., Kojima-Ishiyama M., Carninci P., Hayashizaki Y., Itoh M. (2014). Detecting Expressed Genes Using CAGE. Methods Mol. Biol..

[10] Kouno T., Moody J., Kwon A.T.-J., Shibayama Y., Kato S., Huang Y., Böttcher M., Motakis E., Mendez M., Severin J. (2019). C1 CAGE detects transcription start sites and enhancer activity at single-cell resolution. Nat. Commun..

[11] Andersson R., Gebhard C., Miguel-Escalada I., Hoof I., Bornholdt J., Boyd M., Chen Y., Zhao X., Schmidl C., Suzuki T. (2014). An atlas of active enhancers across human cell types and tissues. Nature.

[12] Schiaffino S., Reggiani C. (2011). Fiber types in mammalian skeletal muscles. Physiol. Rev..

[13] Ohira Y., Yoshinaga T., Nomura T., Kawano F., Ishihara A., Nonaka I., Roy R.R., Edgerton V.R. (2002). Gravitational unloading effects on muscle fiber size, phenotype and myonuclear number. Adv. Space Res..

[14] Thomason D.B., Booth F.W. (1990). Atrophy of the soleus muscle by hindlimb unweighting. J. Appl. Physiol..

[15] Globus R.K., Morey-Holton E. (2016). Hindlimb unloading: Rodent analog for microgravity. J. Appl. Physiol..

[16] Kolmykov S., Yevshin I., Kulyashov M., Sharipov R., Kondrakhin Y., Makeev V.J., Kulakovskiy I.V., Kel A., Kolpakov F. (2021). GTRD: An integrated view of transcription regulation. Nucleic Acids Res..

[17] Valeev T., Yevshin I., Kolpakov F. (2013). BioUML genome browser. Virtual Biology.

[18] Kolpakov F., Akberdin I., Kashapov T., Kiselev L., Kolmykov S., Kondrakhin Y., Kutumova E., Mandrik N., Pintus S., Ryabova A. (2019). BioUML: An integrated environment for systems biology and collaborative analysis of biomedical data. Nucleic Acids Res..

[19] Williams G.P., Marmion D.J., Schonhoff A.M., Jurkuvenaite A., Won W.-J., Standaert D.G., Kordower J.H., Harms A.S. (2020). T cell infiltration in both human multiple system atrophy and a novel mouse model of the disease. Acta Neuropathol..

[20] Li Y., Li J., Zhu J., Sun B., Branca M., Tang Y., Foster W., Xiao X., Huard J. (2007). Decorin gene transfer promotes muscle cell differentiation and muscle regeneration. Mol. Ther..

[21] Li S., Moore A.K., Zhu J., Li X., Zhou H., Lin J., He Y., Xing F., Pan Y., Bohler H.C. (2016). Ggnbp2 is essential for pregnancy success via regulation of mouse trophoblast stem cell proliferation and differentiation. Biol. Reprod..

[22] Lin I.-H., Chang J.-L., Hua K., Huang W.-C., Hsu M.-T., Chen Y.-F. (2018). Skeletal muscle in aged mice reveals extensive transformation of muscle gene expression. BMC Genet..

[23] Fiuza-Luces C., Santos-Lozano A., Llavero F., Campo R., Nogales-Gadea G., Díez-Bermejo J., Baladrón C., González-Murillo Á., Arenas J., Martín M.A. (2018). Muscle molecular adaptations to endurance exercise training are conditioned by glycogen availability: A proteomics-based analysis in the McArdle mouse model. J. Physiol..

[24] Osisami M., Ali W., Frohman M.A. (2012). A role for phospholipase D3 in myotube formation. PLoS ONE.

[25] Fortuin F.D., Morisaki T., Holmes E.W. (1996). Subunit composition of AMPD varies in response to changes in AMPD1 and AMPD3 gene expression in skeletal muscle. Proc. Assoc. Am. Physicians.

[26] Shiloh R., Gilad Y., Ber Y., Eisenstein M., Aweida D., Bialik S., Cohen S., Kimchi A. (2018). Non-canonical activation of DAPK2 by AMPK constitutes a new pathway linking metabolic stress to autophagy. Nat. Commun..

[27] Verma M., Shimizu-Motohashi Y., Asakura Y., Ennen J.P., Bosco J., Zhou Z., Fong G.-H., Josiah S., Keefe D., Asakura A. (2019). Inhibition of FLT1 ameliorates muscular dystrophy phenotype by increased vasculature in a mouse model of Duchenne muscular dystrophy. PLoS Genet..

[28] Sellers R.S., Mahmood S.R., Perumal G.S., Macaluso F.P., Kurland I.J. (2019). Phenotypic Modulation of Skeletal Muscle Fibers in LPIN1-Deficient Lipodystrophic (fld) Mice. Vet. Pathol..

[29] Ghasemizadeh A., Christin E., Guiraud A., Couturier N., Risson V., Girard E., Soler C., Laddada L., Jagla K., Sanchez C. (2019). Muscle MACF1 maintains myonuclei and mitochondria localization through microtubules to control muscle functionalities. BioRxiv.

[30] Laforêt P., Richard P., Said M.A., Romero N.B., Lacene E., Leroy J.-P., Baussan C., Hogrel J.-Y., Lavergne T., Wahbi K. (2006). A new mutation in PRKAG2 gene causing hypertrophic cardiomyopathy with conduction system disease and muscular glycogenosis. Neuromuscul. Disord..

[31] Otten C., van der Ven P.F., Lewrenz I., Paul S., Steinhagen A., Busch-Nentwich E., Eichhorst J., Wiesner B., Stemple D., Strähle U. (2012). Xirp proteins mark injured skeletal muscle in zebrafish. PLoS ONE.

[32] Nelson B.R., Wu F., Liu Y., Anderson D.M., McAnally J., Lin W., Cannon S.C., Bassel-Duby R., Olson E.N. (2013). Skeletal muscle-specific T-tubule protein STAC3 mediates voltage-induced Ca^2+^ release and contractility. Proc. Natl Acad Sci USA.

[33] Glass D.J. (2005). Skeletal muscle hypertrophy and atrophy signaling pathways. Int. J. Biochem. Cell Biol..

[34] Liu Y., Shen H., Greenbaum J., Liu A., Su K.-J., Zhang L.-S., Zhang L., Tian Q., Hu H.-G., He J.-S. (2020). Gene Expression and RNA Splicing Imputation Identifies Novel Candidate Genes Associated with Osteoporosis. J. Clin. Endocrinol. Metab..

[35] Latimer L.E., Constantin D., Greening N.J., Calvert L., Menon M.K., Steiner M.C., Greenhaff P.L. (2019). Impact of transcutaneous neuromuscular electrical stimulation or resistance exercise on skeletal muscle mRNA expression in COPD. Int. J. Chron. Obstruct. Pulmon. Dis..

[36] Miyake N., Takahashi H., Nakamura K., Isidor B., Hiraki Y., Koshimizu E., Shiina M., Sasaki K., Suzuki H., Abe R. (2020). Gain-of-Function MN1 Truncation Variants Cause a Recognizable Syndrome with Craniofacial and Brain Abnormalities. Am. J. Hum. Genet..

[37] Meester-Smoor M.A., Vermeij M., van Helmond M.J.L., Molijn A.C., van Wely K.H.M., Hekman A.C.P., Vermey-Keers C., Riegman P.H.J., Zwarthoff E.C. (2005). Targeted disruption of the Mn1 oncogene results in severe defects in development of membranous bones of the cranial skeleton. Mol. Cell. Biol..

[38] Zhang X., Dowd D.R., Moore M.C., Kranenburg T.A., Meester-Smoor M.A., Zwarthoff E.C., MacDonald P.N. (2009). Meningioma 1 is required for appropriate osteoblast proliferation, motility, differentiation, and function. J. Biol. Chem..

[39] Kowanetz K., Crosetto N., Haglund K., Schmidt M., Heldin C.-H., Dikic I. (2004). Suppressors of T-cell receptor signaling Sts-1 and Sts-2 bind to Cbl and inhibit endocytosis of receptor tyrosine kinases. J. Biol. Chem..

[40] Wang Y.X., Feige P., Brun C.E., Hekmatnejad B., Dumont N.A., Renaud J.-M., Faulkes S., Guindon D.E., Rudnicki M.A. (2019). EGFR-Aurka Signaling Rescues Polarity and Regeneration Defects in Dystrophin-Deficient Muscle Stem Cells by Increasing Asymmetric Divisions. Cell Stem Cell.

[41] Waymack R., Fletcher A., Enciso G., Wunderlich Z. (2020). Shadow enhancers can suppress input transcription factor noise through distinct regulatory logic. eLife.

How the deposited data were processed for this re-analysis (not part of the article)

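CAGE libraries of soleus and EDL muscles from 21 rats were analysed, 42 libraries in 14 groups of 3 animals: controls, 1, 3 and 7 days of hindlimb unloading (D1, D3 and D7), and 1, 3 and 7 days of recovery after 7 days of unloading (R1, R3 and R7). Each animal gave both muscles. The authors prepared nAnT-iCAGE libraries, sequenced them in single-end mode, trimmed the reads with Trimmomatic, mapped them with STAR to Rnor_6.0 with the Ensembl annotation, allowed a read to map to up to 20 loci, left out unmapped alignments and aggregated the alignments to CTSS with PromoterPipeline. For every library the authors deposited the resulting counts, whole numbers of rescued tags per CTSS position and strand, without normalization. For the whole series they deposited the raw counts of the same libraries over 9971 tag clusters, called TSS peaks here, together with 42 normalized columns that were not used. The highest normalized value of every deposited cluster was at least 10 TPM, so weakly expressed TSSs are missing from that table.

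Libraries held between 1778712 and 23103236 tags (median 9354058), 4718621 to 22019390 in soleus and 1778712 to 23103236 in EDL, which is 61.6% to 89.2% of the library sizes in the sample labels. The 10 largest clusters took 20.3% to 28.0% of the tags. Intervals on shares are 95% Wilson intervals and the floor for 0 tags is 3 tags over the group of libraries, and both cover counting error only.

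Counts of the TSS peaks were tested in R 4.3.3 with edgeR 4.0.16 (quasi-likelihood test, filterByExpr, TMM, Benjamini-Hochberg adjustment), with the 7 groups of a muscle in 1 fit that share an estimate of the spread. The filter left 9842 peaks in soleus and 9345 in EDL, and the median biological coefficient of variation was 0.284 and 0.302. A peak was called at an adjusted p under 0.05 and an absolute log2 fold change over 1.25. Each phase was compared with the control, and in soleus also R1 with D7 and R3 with R1. The difference between the muscles in the change at R1 was tested as an interaction in a fit over all 42 libraries (9947 peaks). The standard error of a log2 fold change was obtained as its size divided by the square root of the F statistic. DESeq2 1.42.0 was run as the alternative, and adjusted p-values it did not give were left as missing. The other calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

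The pairing of the muscles was checked. The animal number in the labels marks both muscles of 1 rat. The deviations of the soleus and EDL libraries of an animal from their group means, over 9238 peaks tested in both, correlated with r between −0.336 and 0.579 (median 0.276), and r was over 0.1 in 15 of 21 animals. The comparisons between phases are between different animals, so only the interaction has a fit with the animal as a block.

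TSS clusters were rebuilt for each muscle with a procedure that stands in for DPI1, which the paper ran in SPI mode, and with the paper's count and TPM thresholds. The other settings were chosen here. CTSS of a strand within 20 nt were joined, clusters longer than 50 nt were split after smoothing with a Gaussian kernel (SD 2.5 nt, half-window 5 nt) at 10% of the highest smoothed value, and clusters with at least 3 tags at 1 CTSS in 1 library were kept (robust clusters: 11 tags and 1 TPM). The decomposition step of DPI1 itself was not run. Enhancers were pairs of a minus-strand cluster upstream of a plus-strand one within 400 nt, with 200 nt flanks and an absolute directionality under 0.8, without a mask of annotated TSSs and exons. Their tags, summed over both strands, were tested like the TSS peaks, with the library totals as library sizes. Tests were tried on simulated data first: the cluster step found 550 of 550 simulated clusters and 0 of 300 clusters below the minimum, and the enhancer test called 168 of 200 pairs (84%) changed by 2.5 on the log2 scale in the soleus R1 and control libraries and 181 of 200 (90.5%) in those of EDL. The interaction test called 134 of 200 (67%). No simulated cluster was longer than 50 nt, so the split of long clusters was not tried on simulated data.

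The peaks given by position were chosen by a rule written before the data were examined: the 5 largest rises and the 5 largest falls in soleus at R1 and in EDL at R1 among called peaks with every R1 library on the same side of every control library and a mean of at least 10 CPM in either group, and the genes the paper names. In soleus the first 2 of each direction are given. In EDL no peak met the rule. The files do not pair peaks with gene names and no annotation of Rnor_6.0 was used here, so of the genes in the paper only Myh4 and Rtkn, whose windows Fig. 5 shows, were followed. The ends of these windows were read from the figure and are approximate. Numbers of differentially expressed genes, intergenic peaks upstream of genes, gene sets, and lists of genes with a changed dominating TSS were not analysed here.

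Alternatives were the size factors, the filters, the libraries in the fit, the sequencing lane as a block, the depth, the peak definition, the fold change cutoff, the animal as a block, the thresholds for clusters and enhancers, and leaving out each library in turn. The lane was a block in fits of the TSS peaks only and not in those of the enhancers. Lanes were read from the library names. All controls lie in lane 1 and all R1 libraries in lane 4, together with the soleus R3 library of U4. For each comparison of 3 animals with 3, the other splits of the same 6 libraries were tested as well.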

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

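Of the tests in this part, the one of a lane effect alike in both muscles and the one of depth with all 42 libraries at equal totals were chosen after the result was seen.

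The change at R1 against control differed between soleus and EDL in 1012 of 9947 peaks by edgeR's quasi-likelihood test of the interaction (adjusted p under 0.05 and an absolute difference over 1.25 on the log2 scale), which is why it is given here. DESeq2 called 1182 peaks and the fit with the animal as a block 1117. With each library left out in turn the number lay between 583 (without soleus R1 animal U18) and 1165, and with all libraries thinned to the shallowest it was 416.

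Several technical explanations are argued against. The libraries of both muscles share the lanes, with all controls in lane 1 and all R1 libraries in lane 4, so a lane effect alike in both muscles cancels in the interaction and cannot account for the 1012 calls. Adding the lane to the fit is no further test, since its terms cancel as well. Depth alone does not account for fewer calls in EDL, because with all 42 libraries at equal totals 1839 peaks were called in soleus at R1 against control and 0 in EDL (739 at an unadjusted p under 0.05, and DESeq2 called 30 in EDL at full depth). Simulated changes of the size seen in soleus gave 2166 calls with the EDL libraries and 2672 with the soleus libraries, where the data gave 2296. This argues against a larger spread of single peaks between EDL libraries. The simulation drew the peaks independently and took the fitted soleus changes as true. It therefore cannot decide on deviations that many peaks of a library share. These stay open, and so does a lane effect that acts differently in the muscles. Of the 10 splits of the 6 animals into groups of 3 the real one gave the most calls (1 of 10) and every other split 0, but 10 splits cannot give a share under 0.1, so this test cannot exclude chance. The muscles differ in fibre composition and in how they are loaded, and a biological difference between them stays open and was not tested apart from this.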

How the results depend on the processing

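Alternatives were set before the data were examined, except 5 that were added afterwards. They were tag totals as library sizes, leaving out the 10 largest clusters and, for called peaks only, thinning to the shallowest of the 42 libraries. The remaining ones were a fit over all 42 libraries without the lane and a fit of only the 4 groups of the interaction. A count is called close where it stayed within 1.5 times the count by edgeR. The number of peaks called in soleus at R1 against control (2296) was close under 10 of 13 alternatives and with every library left out in turn, and so was R1 against D7 (2286). Compared peak by peak, none of the 2296 changed its sign under 10 other settings (size factors, filters, DESeq2, depth, largest clusters and the libraries in the fit), and 139 did with the lane as a block. Where a number moved, the cause was not tested, except that thinning leaves fewer tags and a fit of fewer libraries fewer degrees of freedom.

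The lane as a block moved the most numbers. Peaks called in soleus against control fell to 16 at D1, 0 at D3, 0 at D7, 9 at R1, 0 at R3 and 0 at R7, to 51 for R1 against D7 and to 651 for R3 against R1, and in EDL to 5 at D1, 0 at D3 and 0 at D7. The 4 peaks given by position lost their call. Their log2 fold changes were −7.94 and −8.26 for the falls (standard errors 2.64 and 2.68), while the values of 24.25 and 3.51 for the rises had standard errors of 18.6 and 9651, so that fit gives no usable estimate for them. The same fit over 42 libraries without the lane called 2425 peaks at R1 in soleus, 20 at R3 in soleus, and 209, 161, 1 and 3 at D3, D7, R1 and R3 in EDL. The median standard error of the soleus R1 change was 1.02 with the lane and 0.366 without it, so with all controls in lane 1 and all R1 libraries in lane 4 that fit has little power, and a lane effect and the R1 change in soleus cannot be told apart by it. In the interaction (981 peaks with the lane) the terms of the lane cancel by design, so this setting could not move it much.

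DESeq2 called more peaks: in soleus 324 at D1, 182 at D3, 134 at D7, 399 at R3 and 714 at R7, and in EDL 284 at D3, 219 at D7, 30 at R1, 89 at R3 and 1 at R7. Of enhancers it called 23 at D1, 7 at D3, 9 at D7 and 24 at R7 in soleus, and 17 at D3, 13 at D7 and 5 at R3 in EDL. Calls shared by more than 1 recovery phase were 531 in soleus (289 by edgeR) and 6 in EDL (0 by edgeR). In simulated soleus R1 and control libraries, 8.5% of its calls were wrong, compared with 2.87% for edgeR. With TMM factors of the peaks, edgeR called 0 enhancers at D1 and 15 at R7 in soleus, and 3 at D3 and 2 at D7 in EDL.

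Fitting only the 2 groups compared gave 21 peaks at D3, 32 at D7, 0 at R3 and 0 at R7 in soleus, and 1, 2 and 1 at R1, R3 and R7 in EDL. At R1 in soleus this fit did not test the chromosome 20 peak with the largest rise. Without a cutoff on the fold change there were 3940 peaks at R1, 280 at R3, 3930 for R1 against D7 and 2058 for R3 against R1 in soleus. Tag totals as library sizes gave 109, 12 and 0 peaks at D1, D3 and D7 in soleus and 141 at D1 in EDL, and raised the share of higher peaks at R1 in soleus from 63.2% to 84.8%. Peaks rebuilt from the CTSS gave 37 at D3, 6974 at R1, 37 at R3, 6874 for R1 against D7 and 2917 for R3 against R1 in soleus, and 239 at D3 in EDL, on a larger set of peaks.

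Thinning to the shallowest library of a muscle left 98 peaks at R3 in soleus and 153, 75, 43 and 1 at D1, D3, D7 and R7 in EDL. Thinning to the shallowest of all left 107, 41, 52 and 240 at D1, D3, R3 and R7 and 816 for R3 against R1 in soleus, 190, 62 and 68 at D1, D3 and D7 in EDL, and 416 in the interaction. The shallowest EDL library is also the shallowest of all. In EDL both settings therefore thin to the same total, and their numbers differ by the random draw. At equal totals the TSS clusters numbered 36768 in soleus and 31311 in EDL, the enhancers 560 and 507, and the distinct shares 32.5% and 25.2%, so depth limits all of these. Of the soleus enhancers found at full depth, 36 had tags only at R1 with the tags thinned to equal totals. At full depth 72 did so where 1 tag elsewhere was allowed. Robust clusters numbered 27121 and 20919, with 404 and 324 enhancers (33.7% and 17.0% distinct), and clusters without the split 91625 and 66496. A directionality under 0.5 left 1189 and 816 enhancers (56.9% and 37.3% distinct), and the stand-in mask 362 and 130 (92.3% and 77.7%). On all tested peaks 1 group of soleus and 0 of EDL formed its own branch, compared with 4 and 4 on called peaks, and with complete linkage 3 groups of soleus did so on all tested peaks.

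With each library left out in turn, peaks called in soleus ranged from 59 to 228 at D1, 7 to 83 at D3, 0 to 18 at D7, 0 to 296 at R3, 57 to 1042 at R7 and 765 to 1371 for R3 against R1. The 0 at R3 came without control U6, without control U8 and without R3 animal U4, the 57 at R7 without control U6, and the 296 and 1042 without R7 animal U19. In EDL they ranged from 82 to 469 at D1, 5 to 650 at D3 (650 without D3 animal U11), 9 to 132 at D7, 0 to 90 at R3 (90 without R3 animal U5) and 0 to 1 at R7, and in the interaction from 583 to 1165. Called enhancers ranged from 0 to 13 at D1, 0 to 5 at D3, 0 to 3 at D7 and 0 to 62 at R7 in soleus, and from 6 to 31 at D1, 2 to 105 at D3, 2 to 8 at D7 and 0 to 5 at R3 in EDL.

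With the animal as a block, the pairing of both muscles of a rat, the interaction was called in 1117 peaks, compared with 1012 without it. The other comparisons of phases are between different animals, so the animal was not a block in them. The fits over all 42 libraries with and without the lane hold both muscles of each animal and took no account of that pairing. Not run were the alternatives for differentially expressed genes, changed dominating TSSs, intergenic peaks and gene sets, because an annotation of the build was not used here.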

Differences from the paper's values

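The paper's values for numbers of differentially expressed enhancers were read by eye from Fig. 3B, as the sum of higher and lower ones, while the values here are called pairs without the paper's mask. For soleus at D1 the paper shows about 41 (Fig. 3B), and 9 pairs were called here by edgeR. For soleus at D3 it shows about 9 (Fig. 3B), and 0 were called. For soleus at D7 it shows about 17 (Fig. 3B), and 0 were called. For soleus at R3 it shows about 30 (Fig. 3B), and 0 were called. For soleus at R7 it shows about 27 (Fig. 3B), and 9 were called. For EDL at D3 it shows about 43 (Fig. 3B), and 7 were called. For EDL at D7 it shows about 16 (Fig. 3B), and 4 were called. For EDL at R1 it shows about 1 (Fig. 3B), and 0 were called. For EDL at R3 it shows about 10 (Fig. 3B), and 0 were called. At an unadjusted p under 0.05, edgeR gave 170 pairs at D3, 151 at D7 and 197 at R3 in soleus, and 137 at R1 and 75 at R3 in EDL.

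Among the alternatives set before the data were examined, DESeq2 came within the margin for soleus at D3 (7), soleus at R7 (24) and EDL at D7 (13). It did not for soleus at D1 (23), D7 (9) and R3 (0), nor for EDL at D3 (17), R1 (0) and R3 (5). With TMM factors of the TSS peaks the numbers were 0, 0, 0, 0 and 15 in soleus at D1, D3, D7, R3 and R7, and 3, 2, 0 and 0 in EDL at D3, D7, R1 and R3, none of which closed the gap. With single libraries left out, soleus R7 reached 62 (without R7 animal U19) and EDL D3 reached 105 (without D3 animal U11).

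The paper states that the dominating TSS of Myh4 at R1 was the start of the full-length isoform (Fig. 5A), and its text does not name the muscle. The window was read from that figure, and its first peak was taken as this start without an annotation. In soleus the deposited counts at that 5′ peak were 7 of 140 window tags at R1 (5%) and 1 of 712 in the controls (0.140%). In EDL they were 284 of 27369 at R1 (1.04%) and 417 of 54171 in the controls (0.770%). In every R1 library of both muscles a downstream peak held more tags.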

Other observations

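Of the tests in this part, those of the 10 largest clusters, of tag totals as library sizes, of the fit over all 42 libraries without the lane, of a lane effect alike in both muscles, of the spread of the differences at equal totals, of tags from EDL tissue, of peaks that follow the animal, and of crossed labels were chosen after the result was seen, and those of equal totals, of single tags, of the other normalizations, of the lane as a block in soleus and of other splits before.

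The number of peaks called in soleus at R1 was the largest of the phases under several tests of a technical origin. At equal totals of the soleus libraries 2179 peaks were called, without the 10 largest clusters 2304, and without the control with most tags at positions of a single tag (U7, 25.4%) 2376, each more than in any other soleus phase under the same setting, which argues against depth, a few large clusters and background tags as the whole cause. The controls and R1 libraries of EDL lie in the same lanes as those of soleus, and 0 EDL peaks were called at R1 (899 at an unadjusted p under 0.05, and DESeq2 called 30). For 837 of the 2296 soleus calls the change differed from that in EDL in the interaction, which argues against a lane effect alike in both muscles as the cause of these. For the remaining calls, and for a lane effect particular to soleus, the lane cannot be told apart from the phase: with the lane as a block 9 peaks were called, but lane 1 holds all controls and lane 4 all R1 animals, so the fit has little power. Between R3 and R1, 651 soleus peaks were called with the lane as a block and 1248 without it, 555 of them in both, but apart from the R1 libraries lane 4 holds only the R3 library of U4, on which that fit rests. This library lay at 0.257 of the R1 vs. control change and the R3 libraries of U5 and U16 in another lane at 0.221 and 0.208, but a single library does not decide it. No biological explanation was tested beyond the phase itself.

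Higher peaks outnumbered lower ones in soleus at R1, with 63.2% of the calls higher. With RLE factors the share was 62.2%, with DESeq2 57.4%, in a fit of only the 2 groups 57.1%, in a fit over all 42 libraries 53.3% and with tag totals 84.8%. The normalization and the true balance cannot be told apart, because no tag of known amount was added to the libraries and the share moves with the setting.

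Soleus had more TSS clusters than EDL at equal totals as well (36768 and 31311, with a jackknife standard error of the difference of 1196), which argues against depth as the only cause. For enhancers the equal totals gave 560 in soleus and 507 in EDL, a difference of 53. Its jackknife standard error over the 21 animals was 31.7, and over 10 other random thinnings the difference ranged from 18 to 88, so depth cannot be told apart from a true difference. Enhancers with tags only at R1 in soleus numbered 36 at equal totals, and the same count was 0 in every other phase. This argues against depth in the counting of tags as the cause. The pairs themselves were found at full depth and only their tags were thinned, so the depth at which pairs are found was not tested.

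The soleus D1 library of animal U26 held 2264 tags (160 TPM) over the Myh4 window, compared with 8.13 TPM in U24 and 7.72 TPM in U25. A candidate explanation is EDL tissue or RNA in that sample. Over 24 peaks on 5 chromosomes outside the Myh4 window that were over 5 log2 units higher in EDL than in soleus controls, this library stood at a median of 9.59% of the EDL level (quartiles 6.89 to 10.6%), and all 24 were above 1%. Over the 10 of them away from the myosin region the median was 6.54% (lowest 4.21%, highest 12.5%), and the Myh4 peaks were at 7.15%. Other soleus libraries also stood above the controls, whose medians lay between 0.171% and 0.255%, among them those of D3 animal U10 (median 3.64%, 21 of 24 above 1%), R3 animals U5 (2.30%, 18) and U16 (1.00%, 12), and R7 animals U12 (1.19%, 13) and U13 (1.08%, 13). The library of D7 animal U1 (4.47%, 14) stood at 0.276% away from the myosin region and at 0.671% over Myh4, near the controls (0.0908 to 0.210% and 0.307 to 1.19%), unlike U26. A change of fibre type in the soleus itself was not tested. The values are in line with a share of EDL material in U26, and this library is in the D1 group of all soleus results. Without it 195 peaks were called at D1, compared with 194 with it.

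Some peaks followed the animal and not the phase. In 12 peaks, at least 3 animals had at least 1 CPM in both muscles, at least 3 had under 0.3 CPM in both, and at most 2 animals were neither. When the animals of EDL were shuffled within the phases 100 times, the mean was 0.2 peaks and the highest 9. Of the 12, 7 peaks on 2 chromosomes were present in the same 12 animals. Libraries with and without them were found in 5 of 6 lanes, which argues against the lane. A strain or donor variant against the reference, such as a deletion or a transposed element, is a candidate explanation, which no sequence was examined for. A background of single tags stays open as well. In soleus, the 12 animals with the 7 peaks had 68.6% to 88.0% of CTSS positions with 1 tag, and the others 61.4% to 64.1%. In EDL these shares were 67.6% to 87.3% and 60.6% to 63.9%, except for U5, which was without the peaks at 85.8%. At a cut of 0.5 CPM, the peak with the largest rise in soleus at R1, on chromosome 20, was present in both muscles of the same 7 animals. All 21 animals then had the same state in both muscles (one-sided exact hypergeometric test, p = 8.6e-06, for a peak chosen after its values were seen). At 1 CPM, the cut used for the 12 peaks, it was present in both muscles of 6 animals, because EDL of U20 held 0.759 CPM (2 tags). In the 7 animals, soleus held 333 to 2368 CPM at R1 and 4.67 to 16.1 CPM in other phases, and EDL at most 6.05 CPM.

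Deviations of the soleus and EDL libraries from their group means were crossed between the D7 animals U2 and U3, with r of −0.336 and −0.180 for the muscles of the same animal. A mislabelled sample is a candidate explanation, but the chromosome 20 peak had 57 tags in soleus and 88 in EDL of U3 and 0 in both muscles of U2, which argues against a swap between them.

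Other splits of the 6 libraries of a comparison were tested for each count. The real split gave the most calls, 1 of 10 splits, for every peak comparison with calls, and for called enhancers at D1 and R1 in soleus and D1, D3 and D7 in EDL. For enhancers of soleus at R7, 3 of 10 splits gave at least the 9 calls of the real one, and the largest other split gave 25. For soleus peaks at R7 the largest other split gave 201 calls and the real one 412. For the counts of 0, all 10 of 10 splits gave as many. This test cannot exclude chance for any of them, since 10 splits cannot give a share under 0.1.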
